# Sequence diversity of apidaecin-like peptides arresting the terminating ribosome

**DOI:** 10.1093/nar/gkae567

**Published:** 2024-07-02

**Authors:** Weiping Huang, Chetana Baliga, Nora Vázquez-Laslop, Alexander S Mankin

## Abstract

The Proline-rich Antimicrobial Peptide (PrAMP) apidaecin (Api) inhibits translation by binding in the ribosomal nascent peptide exit tunnel, trapping release factors RF1 or RF2, and arresting ribosomes at stop codons. To explore the extent of sequence variations of the native 18-amino acid Api that allows it to preserve its activity, we screened a library of synthetic mutant Api genes expressed in bacterial cells, resulting in nearly 350000 peptide variants with multiple substitutions. By applying orthogonal negative and positive selection strategies, we identified a number of multi-substituted Api variants capable of arresting ribosomes at stop codons. Our findings underscore the critical contribution of specific amino acid residues of the peptide for its on-target function while significantly expanding the variety of PrAMPs acting on the terminating ribosome. Additionally, some of the tested synthesized multi-substituted Api variants exhibit improved antibacterial activity compared to that of the wild type PrAMP and may constitute the starting point to develop clinically useful antimicrobials.

## Introduction

Proline-rich Antimicrobial Peptides (PrAMPs), produced by insects and mammals, inhibit growth of sensitive bacteria by targeting the ribosome (1–4). Like several known small molecule antibiotics, type I PrAMPs, interfere with initiation of translation (2,3,5,6). In contrast, Type II PrAMPs inhibit protein synthesis in a unique way – by acting at the translation termination stage. The first PrAMP characterized as Type II was the 18-amino-acid-long Apidaecin encoded in the genomes of honeybees (7,8). The predominant functional form of this PrAMP, Apidaecin 1b (Api) with the sequence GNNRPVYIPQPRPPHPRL, is processed from a longer precursor protein encoding multiple Api repeats (9). Released from the pre-pro-polypeptide, Api enters the cytoplasm of sensitive bacteria via specialized transporters such as SbmA (10). Once in the cytoplasm, Api diffuses up the vacant nascent peptide exit tunnel (NPET) of the ribosomes that have reached the stop codon, bound the release factor (RF1 or RF2), and released the completed protein (8,11). Api binds in the NPET in the extended conformation, with the C-terminus closely approaching the active site of the peptidyl transferase center (PTC) and the N-terminus extending down the tunnel (8,12) (Figure 1A). The side chain of the Api's penultimate arginine (R17) interacts with the A-site bound RF1 or RF2 (RF), whereas the carboxyl group of the C-terminal leucine (L18) closely approaches the 2′OH of the 3′terminal ribose of the P-site bound deacylated tRNA. Other Api amino acids establish multiple contacts with residues of the NPET, helping Api to lodge inside the ribosome (8,12). Api precludes the dissociation of the tRNA and RF, thereby arresting the ribosome at the stop codon. The sequestration of RFs in the Api-ribosome complexes leads, in turn, to the depletion of the pool of available RFs in the cell and triggers secondary events such as stop codon readthrough (8,13). More recently, a similar mode of action has been demonstrated for Drosocin (Dro), a PrAMP encoded in the fruit fly genome (14,15). While the sequence of Dro is somewhat similar to that of Api, the backbone trajectories of the two Type II PrAMPs in the NPET, as well as specific interactions with tunnel elements, significantly deviate between Api and Dro. These findings raise the possibility that peptides with significantly diverging sequences could form specific interactions in the NPET, trapping RFs and arresting ribosomes at stop codons. Such notion is further supported by limited studies of the biological activity of synthetic Api and Dro variants or their endogenously expressed genes showing that many single-substituted Api or Dro mutants remain active (15–22). It had remained unknown whether Type II PrAMPs can tolerate multiple mutations without losing their ability to bind in the NPET and trap the RFs.

**Figure 1.**
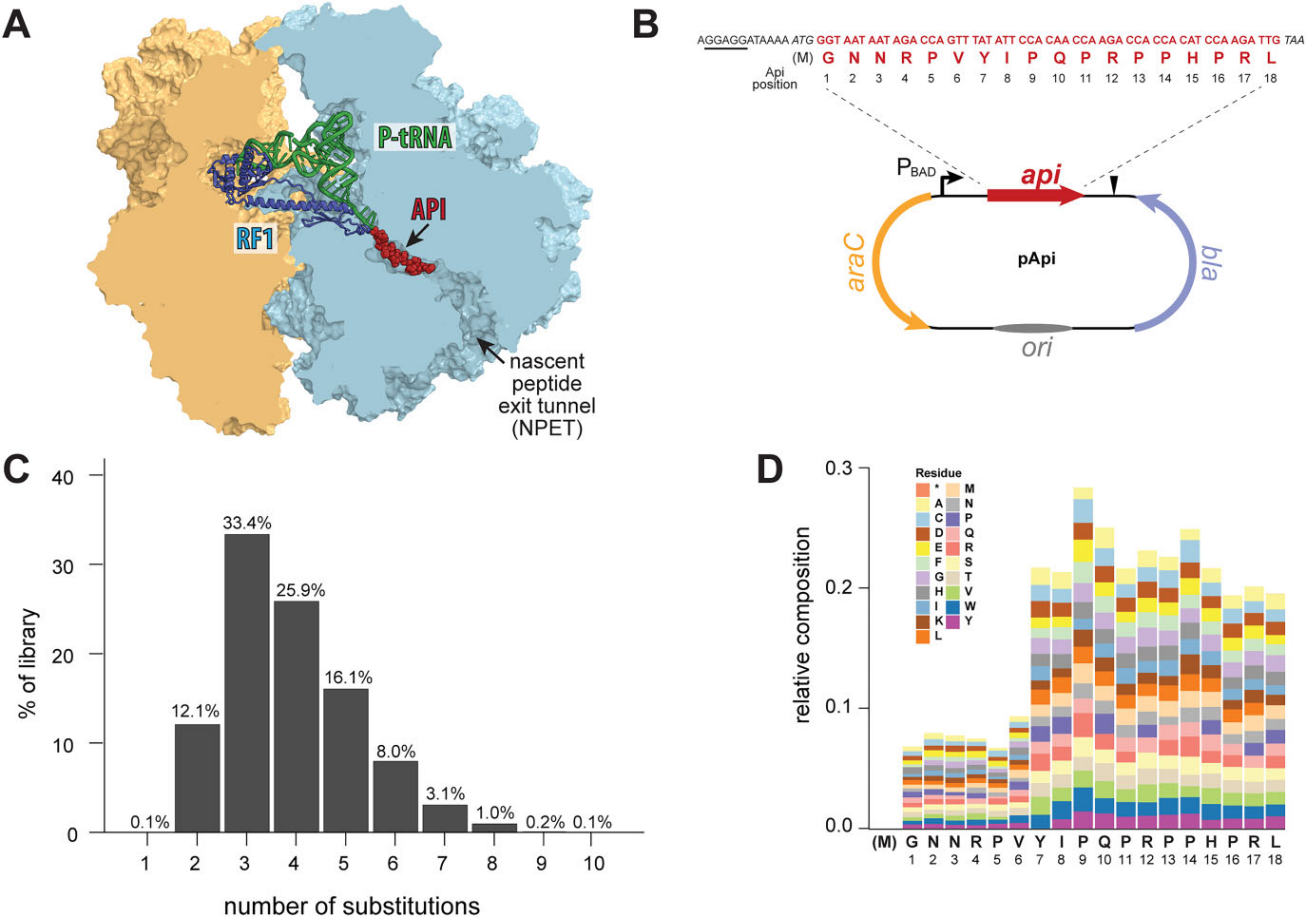
Library encoding Api peptide variants with multiple amino acid substitutions. (**A**) Api arrests post-release ribosomes at stop codons by binding in the NPET and trapping the RF and tRNA (based on the PDB ID 5O2R (8)). (**B**) Top, The sequence of the wt *api* gene. For construction of the expression plasmid library, a Shine-Dalgarno sequence (underlined), start codon and stop codon (both italicized) were added to the Api-coding sequence. Bottom, the structure of the expression plasmid for the mutant Api genes. The peptide gene (wild-type or mutant *api*) is controlled by the P_BAD_ promoter regulated by the AraC repressor. Transcription from the promoter is induced by arabinose and suppressed by glucose. Transcription terminator is indicated by a triangle. The ampicillin resistance gene *bla* and the replication origin (*ori*) are shown. (**C**) The distribution of the number of amino acid substitutions in peptides encoded in the unselected Api gene library. (**D**) The occurrence of mutations at each of the positions of the peptides in the unselected library; only amino acid substitutions (not the wt amino acid) are shown.

In this paper, we used deep mutational screening powered by next-generation sequencing (NGS) to investigate the extent of sequence variation that can be tolerated by Api-like ribosome-arresting peptides. By using multi-substitution libraries of genetically encoded and endogenously expressed Api variants and applying both, negative and positive selection strategies, we identified a variety of peptides with Api-like activity thereby significantly expanding the diversity of protein sequences that are capable of arresting ribosomes at stop codons and trapping RFs. This approach also resulted in the identification of some multi-substituted Api variants with antibacterial activity comparable to, or even exceeding that of the wild type (wt) PrAMP.

## Materials and methods

### Bacterial strains and growth conditions

The *E. coli* strain CA244 (*lacZ125(Am), e14-, trpA49(Am), relA1, spoT1*) was obtained from *Escherichia coli* Genetic Stock Center. The *E. coli* BL21(DE3) electrocompetent cells were from Sigma. The following media and components were implemented for bacteria growth: lysogeny broth (LB), minimal M9 medium, Tryptic Soy Broth (TSB), Roswell Park Memorial Institute medium 1640 (RPMI-1640), Mueller Hinton Broth (MHB), Fetal Bovine Serum (FBS). For various experiments *E. coli* cells were grown either in LB, in 33% TSB (21), in M9 medium supplemented with 1% Glycerol, 1 mM MgSO_4_, 0.1 mM CaCl_2_ and 10 μg/ml thiamine, or in RPMI/Serum (RPMI-1640:MHB:FBS = 100:5:20) (23).

Liquid cultures were grown at 37°C on a rotary shaker set at 240 rpm. When necessary, media were supplemented with 0.2 mM isopropyl β-d-1-thiogalactopyranoside (IPTG), 40 μg/ml 5-bromo-4-chloro-3-indolyl-β-d-galactopyranoside (X-gal), 40 μg/ml tryptophan, and/or antibiotics: 30 μg/ml chloramphenicol (Chl), 100 μg/ml ampicillin (Amp) or 50 μg/ml kanamycin (Kan).

### Library construction

The DNA fragments (estimated diversity 10^10^) were synthesized by TWIST Bioscience to encode multiply substituted Api variants. Only one codon for each amino acid, predominant in the *E. coli* genomes, was used for the library construction. The codon context of the DNA library can be found in the (Supplementary Table S1). The peptide-coding sequence started with the ATG codon, preceded by Shine-Dalgarno (SD) sequence AGGAGG for ribosome binding, and ended with the TAA stop codon (Figure 1B). The peptide-coding gene was flanked with the sequences homologous to the insertion site in the pBAD18 cloning vector (24) (Supplementary Figure S1A). Upon introduction of the synthetic DNA into the pBAD18 vector, the expression of the peptide gene is controlled by the tightly regulated, arabinose-inducible P_BAD_ promoter (Figure 1B).

The original pBAD18 vector carries chloramphenicol resistance gene, *cat*, used for the selection and maintenance of the transformants. However, in our pilot experiments we noticed that cells transformed with the plasmids carrying unmutated Api gene (that we will refer to as ‘wt Api gene’) formed colonies of varying sizes on the selective Chl-containing plates. To alleviate this problem, the *cat* gene in pBAD18, originally inserted into the β-lactamase gene that confers resistance to Amp, was removed by inverse PCR and re-ligation of the plasmid. The resulting pBAD18A vector with the cloned wt Api gene produced uniformly sized colonies on the Amp/glucose plates and was used for all the subsequent experiments.

For generation of the plasmid library, the pBAD18A plasmid was cut with the restriction enzymes *Xho*I and *Xba*I and mutant Api gene library was introduced into it by Gibson assembly (25). The reaction mixtures were transformed into *E. coli* BL21 competent cells by electroporation. Transformants were recovered for 1 h at 37°C in Super optimal broth with catabolite repression (SOC) medium (26) and plated onto ten LB/agar plates supplemented with ampicillin and with 2% (w/v) glucose to repress the expression of the peptide genes. Approximately 10^7^ clones in total were obtained. All colonies were washed off the plates in LB, thoroughly mixed and, after addition of glycerol to 15% (v/v), aliquoted, snap frozen, and stored at -80°C serving as the library stock for subsequent experiments.

### Negative (depletion) selection

Prior to the library screening, pilot experiments were conducted to optimize arabinose concentration. To achieve this, *E. coli* BL21 cells transformed with the pApi plasmid carrying the wt Api gene were plated on LB/agar plates supplemented with Amp and increasing concentrations of arabinose in the 0.05–0.2% range. Cells carrying plasmid expressing the inactive (R17A) mutant of Api (11,22) were used as a negative control. Very limited growth of the wt pApi colonies was observed on the plates containing 0.05% arabinose (Supplementary Figure S2), whereas the cells expressing the R17A Api mutant formed large colonies (not shown). Subsequent library depletion experiments were carried out on plates containing 0.05% arabinose.

For the negative selection targeted at depleting the clones expressing active Api-like peptides, the 2 ml library stock containing a total of ∼2 × 10^9^ colony forming units (cfu) was thawed, diluted 3-fold in LB medium and allowed to recover for 30 min at 37°C. Subsequently, the cultures with the recovered cells were thoroughly mixed, and equal volumes (300 μl) were plated on ten LB/Amp plates supplemented with 2% glucose (for the total library) or ten LB/Amp plates supplemented with 0.05% arabinose (for the library depleted of clones expressing active Api variants). After incubation at 37°C for 16 h, clones were washed off the plates and cell suspensions were used for preparation of the total plasmid, resulting in the pApi(Glu) and pApi(Ara) plasmid preps. The depletion experiments were carried out in three independent replicates.

### Next-generation sequencing

For deep sequencing of the genes encoding Api-like peptides, the peptide-coding genes were PCR-amplified from the total pApi(Glu) and pApi(Ara) plasmids. Two 50 μl PCR reactions were carried out for each sample using Q5 DNA polymerase (New England Biolabs). The reactions were run in the manufacturer provided buffer, each reaction containing 20 ng of plasmid DNA and 10 pmol of primers Api_Lib_F_i5X and Api_Lib_R_i7X (Supplementary Table S2) which added specific bar codes to the individual samples. PCR amplification was carried out under the following conditions: 98°C, 30 s; 10 cycles of [98°C/10 s, 56°C/20 s, 72°C/10 s]; 72°C 120 s. The PCR products were size-fractionated and extracted from the denaturing 8% polyacrylamide gel. Bar-coded DNA libraries (Supplementary Figure S1B) were combined and sequenced on Illumina MiSeq after being spiked in with PhiX Control v3 library (Illumina) to compensate for sequence diversity of the sample.

### NGS data analysis

Sequencing has generated >350 million total reads for the three unselected samples and > 300 million total reads for the depleted library samples. The raw reads were trimmed to the size of the peptide gene and those containing internal ambiguous bases or being less than 60 bases in length were discarded. The nucleotide sequences were translated into amino acid sequences and the peptides lacking N-terminal methionine or deviating from the size of the expected sequence were eliminated. Peptides with <100 reads in each of the pApi(Glu) samples were also discarded. Subsequently, the filtered data underwent differential abundance analysis using the standard workflow of edgeR within the R/Bioconductor package (27). This analysis generated logFC (the log_2_-fold change of unique peptides between Glu and Ara samples), *q*-values (adjusted *P*-values with the FDR correction), and log_10_ CPM values (log counts per million), detailed in *Dataset 1*. A volcano plot was generated in R to visualize the differential abundance of unique peptides based on these parameters.

### Positive selection

To optimize the conditions for the positive selection of active peptides, *E. coli* CA244 electrocompetent cells were transformed with pApi or pApi(R17A) (inactive mutant). The transformed cells were plated on M9/X-gal/IPTG/Amp agar plates supplemented or not with 40 μg/ml tryptophan and containing varying concentrations of arabinose. Plates were incubated at 37°C for 1 day (with tryptophan) or 4 days (without tryptophan) in a tightly closed box with two wet paper towels to prevent plates from drying. Tryptophan-lacking plates containing 0.05% arabinose showed robust growth of blue colonies and this concentration of arabinose was then used in the library screening experiments.

For screening, the total library pApi(Glu) plasmids were transformed into *E. coli* CA244 electrocompetent cells. Following recovery of the transformed cells for 30 min at 37°C in LB, transformed cells were pelleted, washed with M9 medium and then plated on M9/X-gal/IPTG/Amp plates lacking tryptophan and containing 0.05% arabinose. After incubating plates at 37°C for 4 days, total of 1056 blue colonies were individually picked and cultured in LB/Amp overnight at 37°C in 96-well plates. Five microliter aliquots of overnight cultures of each clone were then pooled and used for plasmid isolation.

### Analysis of the NGS data for the positive selection screening

Library preparation and NGS were carried out as described above for the negative selection experiments. A total of 379,140 reads were generated which yielded 222 unique peptide sequences with read counts for individual peptide exceeding 70. The raw reads were merged, trimmed and filtered as described above for the negative selection experiments using Geneious Prime software (v. 2022.2). The unique peptide sequences resulting from the positive selection experiments can be found in the *Dataset 2* file).

### Peptide synthesis

Individual peptides, lacking N-terminal methionine, were synthesized by NovoPro (Shanghai, China). Peptides chosen from the negative selection experiments were synthesized at >90% purity with the N,N,N',N'tetramethylguanidino modification at the N-terminus to match the modification implemented in the Api137 derivative of Api (21). Peptides that emerged from the positive selection experiments were synthesized with unmodified N-terminus at >70% purity. The peptide stock solutions were prepared by dissolving them in water at 10 mM (adjusted for the content of the target product in the peptide preparation).

### MIC determination

The minimal inhibitory concentration (MIC) test was performed using the broth microdilution method, adapted from the previously described procedure (28). The MIC tests were conducted in triplicate either in LB, 33% TSB or RPMI/Serum media.

### Toeprinting analysis

Toeprinting experiments were performed as described previously (8,29). The modified *E. coli* gene *yrbA* (8) was used as a template for *in vitro* transcription/translation reactions using the PURExpress system (E6800L, New England Biolabs). Peptides were introduced into the reaction mixture from stock solutions to the final concentration of 50 μM.

### Stop codon readthrough assay

The dual RFP/GFP fluorescence reporter (15) based on the pRXG plasmid (30) was used to assess the ability of the synthetic peptides to inhibit cell growth and induce stop codon readthrough. Approximately 1 OD_600_ of *E. coli* BL21 cells transformed with the reporter plasmid were plated on M9/agar plates supplemented with 50 μg/ml of Kan. Once the surface of the plate was dry, 2 μl of 2 mM peptide solution was placed on top of the plate. Plates were incubated at 37°C for 16 h and then imaged on the ChemiDoc imager (BioRad) in the Cy3 and Cy2 channels (for RFP and GFP fluorescence, respectively). The images were processed and false colored using the ImageLab software (BioRad).

## Results

### Construction of the library of multiply substituted Api variants

To explore the diversity of peptides which, when translated in the cell, could bind in the NPET and trap RFs on the post-release ribosomes, we prepared a library of genes encoding peptides with predominantly two to six amino acid substitutions in the wt Api1b sequence. The library was designed to have a higher frequency of mutations in the C-terminal segment, which was previously shown to be functionally important for Api action (22). The peptide-coding sequence was amended with the start and stop codons and equipped with an optimized Shine-Dalgarno sequence to ensure its efficient translation in bacteria (Figure 1B). The highly diverse gene library with the theoretical complexity of >10^10^ variants was synthesized by massively parallel silicon-based DNA synthesis. Quality control NGS of the generated DNA fragment library confirmed its diversity and adherence to the desired properties (Supplementary Figure S1C).

The synthesized DNA library was introduced into the cloning vector, in which transcription of the gene is tightly controlled by the arabinose-inducible P_BAD_ promoter (Figure 1B). After the resulting pApi plasmid library was transformed into *E. coli* BL21 cells, ∼10^7^ clones were recovered on agar plates where expression of Api was repressed by glucose. 

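Plasmids from cells grown on glucose, which represses the peptide gene, were sequenced from 3 replicates. The glucose plates held 2% glucose and were incubated for 16 h. The authors trimmed the reads to the peptide gene, discarded those with ambiguous bases, translated the rest, removed peptides of another size or without the N-terminal methionine, and deposited the number of reads per amino acid sequence and library without normalization. The table covers these and the libraries grown on arabinose. Of its sequences, 51537285 (67.7%) had reads in 1 library only and 2356969 in all 6, and none held an internal stop codon. The reads summed to 55208776 in glucose replicate 1, 59448729 in replicate 2 and 52626888 in replicate 3, with a median of 55208776. The library sizes that the paper lists in the summary of Dataset 1 are 129239892, 119432944 and 104682313 in the same order, and the values given here use the deposited counts. Of the peptide lists of Dataset 1, 1998 of the paper's 349199 unselected peptides and 1998 of its 15654 depleted peptides were at hand. The paper's filter on glucose reads can be read in more than 1 way. The main setting kept peptides with 100 reads or more in at least 1 glucose library, the reading whose number of peptides lies closer to the paper's, and this left 35000 peptides. Requiring 100 reads in every glucose library left 27112. The tested peptides held 12663081, 13824592 and 11761554 reads in glucose replicates 1, 2 and 3, between 22.3% and 23.3% of each library. The reads carry no molecular identifiers, so the confidence intervals given here cover counting error only.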

NGS of the library recovered from the pooled clones showed its high diversity (349,199 unique sequences), the desired number of mutations (87% of the variants carried two to five mutations) (Figure 1C), the well-balanced rate of substitutions at all positions with the 19 alternative amino acids, and the targeted distributional bias of mutations towards the C-terminal segment of the encoded peptides (Figure 1D, Supplementary Figure S2). 

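Of the 35000 tested peptides, 98.1% carried 2 to 5 substitutions (95% confidence interval 98.0 to 98.2, Wilson). Peptides with 2 substitutions made up 81.8% (28631 peptides), those with 3 made up 10.0% (3509), those with 4 made up 4.51% (1577) and those with 5 made up 1.77% (618). All possible single substitutions, 19 at each of the 18 positions, were present and made up 0.977% of the peptides. Weighted by reads in place of unique peptides, the share with 2 to 5 substitutions was 71.3% ± 0.28 (SD, n = 3 glucose libraries). Over every sequence of the table, without a filter and chosen after seeing the data, it was 62.1% of the unique peptides and 77.5% ± 0.40 of the glucose reads (SD, n = 3). Positions 7 to 18, a range chosen after the rates had been seen, held 83.0% of the 79596 substitutions (95% confidence interval 82.7 to 83.2, Wilson). The share of peptides substituted was lowest at G1 (4.05%) and highest at P9 (20.4%). It lay between 4.05% and 8.54% at positions 1 to 6, and between 13.1% and 20.4% at positions 7 to 18. From the number and the distribution of the substitutions, the paper concludes that the library could be used in the selection experiments.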

We therefore concluded that the plasmid expression library was amenable for the subsequent selection experiments.

### Phenotypic depletion identifies multiply substituted Api variants capable of arresting ribosomes at stop codons

Our first selection strategy was based on the observation that *in vivo* expression of wt Api or its functionally active singly substituted mutants is toxic to the cell (16–18,22). We therefore expected that the growth of *E. coli* cells expressing multiply substituted Api variants that retain the ability to arrest the ribosome and trap RFs would also be abolished or reduced. Accordingly, the negative selection involved plating the library of mutant Api gene clones on agar media supplemented either with glucose (where all the clones would grow) or with the inducer arabinose (where only clones expressing inactive Api variants would grow). Deep sequencing of the pulled clones recovered under these two conditions and computationally identifying the peptide sequences depleted upon *api* genes induction should yield the sequences of the active Api variants (Figure 2A).

**Figure 2.**
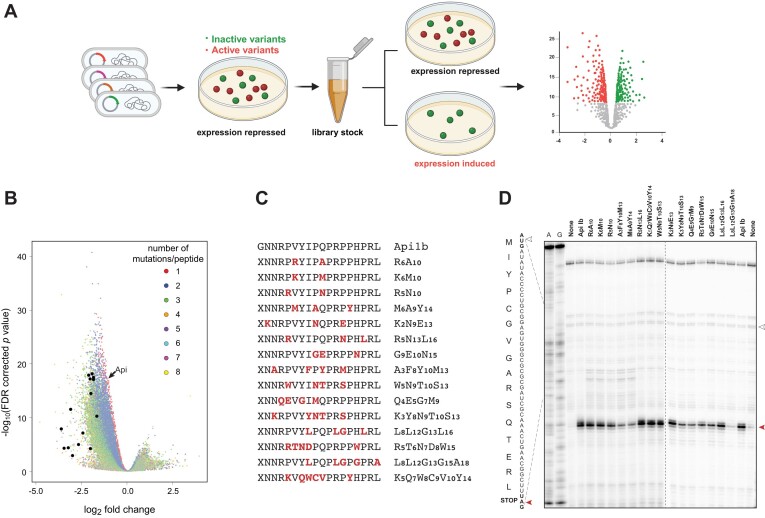
Identification of active peptides by the depletion selection. (**A**) The principle of the depletion selection approach: clones with plasmids encoding active peptides are depleted when grown under the induction conditions. (**B**) Volcano plot showing the change in the relative occurrence of clones expressing individual library peptides after the depletion selection. Wt Api is shown by an arrow. Peptides that were chemically synthesized and tested in biochemical and microbiological assays are indicated by arrowheads. (**C**) Sequences of the chemically synthesized peptides. Substituted amino acids are highlighted in red. Peptide names reflect the type and position of the mutated amino acid residues. All the peptides, excluding wt Api1b, were synthesized with *N*,*N*,*N*',*N*'-tetramethylguanidino-L-ornithine replacing the N-terminal glycine (indicated by ‘X’), because this modification has been shown to increase PrAMP’s uptake in microbiological testing (21). (**D**) *In vitro* toeprinting analysis of peptide-induced ribosome arrest at the stop codon of a model ORF. The white and red arrowheads indicate the toeprinting bands corresponding to the ribosomes at the start and stop codons of the ORF, respectively. Samples loaded onto the lanes marked as ‘None’ contained no added peptide. A- and G-specific sequencing lanes are indicated. The nucleotide sequence of the ORF, representing the modified and truncated *E. coli* gene *yrbA*, and the amino acid sequence of the encoded peptide are shown on the left. Note, that the toeprint band marking the leading edge of the ribosome is ∼16 nucleotides away from the first nucleotide of the P-site codon. Shown is a representative gel of two independent experiments that produced converging results. The uncropped gels can be found in Supplementary Figure S6.

Aiming to identify predominantly highly active peptides in the vastly diverse multi-substituted library, we optimized the concentration of arabinose inducer to reduce, but not completely abolish, the growth of the cells expressing wt Api (Supplementary Figure S3) and carried out the library depletion experiments under those conditions.

Approximately 10^9^ cells (a number that achieves a 100-fold coverage of the complexity of the clone library) were plated at high density on plates supplemented with glucose (no depletion control) or containing arabinose (depletion conditions) and then the plasmids from the entire population of clones that grew under each of these conditions were subjected to NGS. 

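Plasmids from cells plated for 16 h on 0.05% arabinose, which induces the peptide gene, were sequenced from 3 replicates and counted in the same way as the glucose libraries. The reads summed to 54960765 in arabinose replicate 1, 76802156 in replicate 2 and 71499200 in replicate 3, with a median of 71499200. The library sizes in the paper's Dataset 1 are 138057990, 83900490 and 83592110 in the same order. The tested peptides held 11928738, 18138103 and 15681393 of these reads. Counts of the 35000 peptides were compared between arabinose and glucose by edgeR's quasi-likelihood test, with TMM normalization (factors between 0.985 and 1.02) and Benjamini-Hochberg adjustment over the 35000 peptides. A negative log2 fold change means a lower share under induction. The common dispersion was 0.0164. Libraries of the same group differed by more than sampling noise. The chi-square per degree of freedom lay between 2.98 and 6.29 for pairs of glucose libraries and was 3.56 between arabinose replicates 1 and 3, but reached 21.5 and 25.6 for arabinose replicate 2 against replicates 1 and 3. In simulated counts with the same library sizes, the test recovered 99% of 200 peptides changed by a log2 fold change of 1.5, with 0 false calls. The simulated libraries shared the same means apart from the changed peptides, with a dispersion of 0.02. None departed from its group as arabinose replicate 2 does, so the recovery and the false calls do not carry over to these data. Statements on a single measure over the libraries used an exact permutation test, whose smallest two-sided p is 0.1 for 3 libraries against 3.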

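Wt Api had 34594 ± 696 CPM, normalized by TMM (SD, n = 3) in the glucose libraries and 25737 ± 1147 (SD, n = 3) in the arabinose libraries. Its log2 fold change was -0.43 (standard error 0.026, adjusted p = 1.3e-04 from edgeR's quasi-likelihood test). All 3 arabinose values lay below all 3 glucose values (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). Across the alternative settings the log2 fold change stayed between -0.46 and -0.39, and the adjusted p ranged from 1.5e-07 to 0.010, the highest without glucose replicate 1, where it was no longer under 0.005. The R17A peptide, the paper's inactive control, had a log2 fold change of 0.09 (standard error 0.048, adjusted p = 0.47). All peptides with a single substitution were tested, 19 at each of the 18 positions. Their median log2 fold change was -0.15, 238 lay below 0, and 60 had an adjusted p under 0.005, all of these 60 below 0. Of the 60, 58 carried their substitution at positions 1 to 10 and 2 at positions 11 to 18. This split of the single substitutions was made after their values had been seen. Without glucose replicate 1, no single substitution was past the threshold, and without arabinose replicate 2, 141 at positions 1 to 10 and 7 at positions 11 to 18 were. The lowest of the single substitutions was G1P with a log2 fold change of -1.14, and the highest was R17C with 0.20, both picked after their values were seen.

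**Figure D1:**
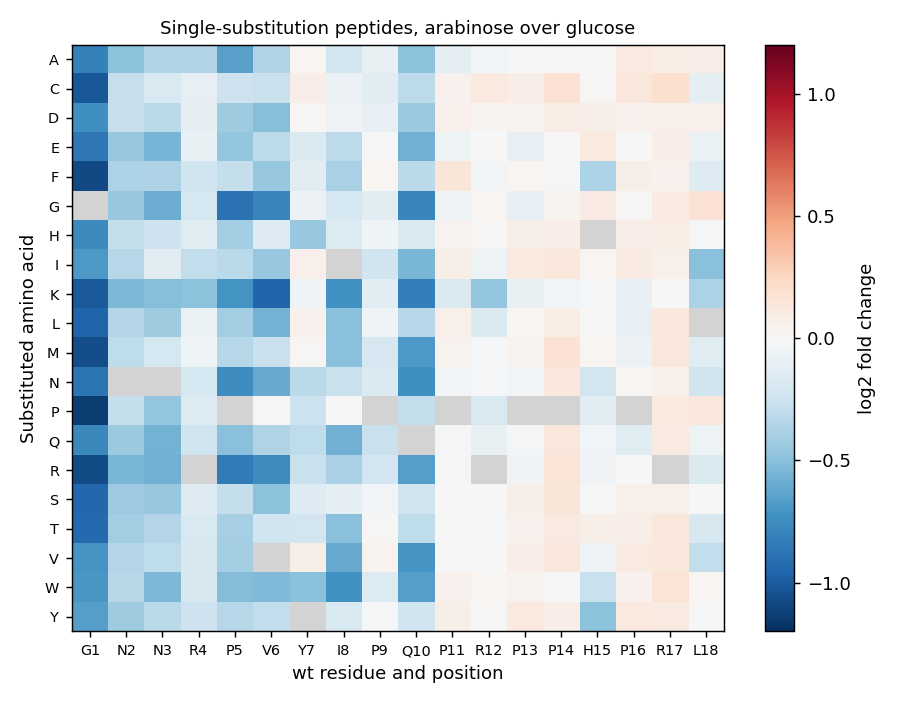
Log2 fold change, arabinose over glucose, of each peptide with a single substitution; columns are the wt residue and its position, and each line of the grid is the amino acid that replaces it (blue lower under induction, red higher, grey wt residue). Positions 1 to 10 had a median of -0.34 and positions 11 to 18 a median of 0.02.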

By comparing the relative occurrence of individual gene sequences in the control and depleted libraries, we were able to identify a variety of peptides whose expression decreased the representation of the corresponding clones in the population (Figure 2B). 

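At a log2 fold change under -1 and an adjusted p under 0.005, edgeR's quasi-likelihood test gave 23 depleted peptides and 0 enriched peptides of the 35000 tested. At an unadjusted p under 0.05 with the same fold change, 220 were lower and 3 higher. The edgeR exact test gave 113 depleted and 1 enriched, and DESeq2's Wald test 97 depleted and 1 enriched. All 23 depleted peptides were also called by both of these tests. At any fold change, a threshold added after the values were seen, 102 peptides were depleted and 0 enriched. These 102 are wt Api, 60 peptides with 1 substitution, 36 with 2 and 5 with 3. At that threshold the edgeR exact test gave 510 depleted and 3 enriched, and DESeq2 gave 382 and 2. The count of 102 depends on single libraries too. It was 0 without glucose replicate 1, 15 without glucose replicate 2, 20 without glucose replicate 3 and 13 without arabinose replicate 1, but 366 without arabinose replicate 2 and 57 without arabinose replicate 3. The count of 23 depends on them as well, with 0 without glucose replicate 1, 8 without glucose replicate 2, 3 without glucose replicate 3 and 1 without arabinose replicate 1, but 47 without arabinose replicate 2 and 20 without arabinose replicate 3. Without glucose replicate 1, 236 were lower and 3 higher past 2-fold at an unadjusted p under 0.05 (edgeR's quasi-likelihood test). The fall to 0 there arose at the adjusted threshold and not in the unadjusted calls. Of the 23 peptides, 5 carried 1 substitution, 16 carried 2 and 2 carried 3. The lowest log2 fold change was -1.96 (standard error 0.27, adjusted p = 0.0046) for F2R5, with 375 reads in the glucose libraries and 118 in the arabinose libraries. The next was -1.54 (standard error 0.18, adjusted p = 0.0021) for K6W7, with 704 and 300 reads. For both, the adjusted p was above 0.005 when any glucose library or arabinose replicate 1 was left out. W7R8 followed with -1.45, E5R6 with -1.42 and C7D16C17 with -1.36. In each of these 5 peptides every arabinose library lay below every glucose library. From the depletion of such peptides under induction, the paper reasons that their expression lowered the representation of their clones.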

Out of the total of 349,199 peptide sequences in the unselected libraries, 15,654 variants were robustly depleted more than 2-fold [log_2_ fold change (FC) > 1; *q* value < 0.005] (Figure 2B, *Dataset 1*).

It was important to test whether depletion of the clones in the population is caused by the ability of the expressed peptides to trap ribosomes at stop codons. For this goal, we chose fifteen peptides featuring two to six amino acid substitutions, preferentially carrying the mutations in the C-terminal segment and characterized by a log_2_FC > 1.5 and *q* value < 0.005 (Figure 2C and *Dataset 1*). These peptides were chemically synthesized, and their activity was tested in a cell-free translation system by toeprinting, a technique that detects the position of the stalled ribosome on mRNA (29,31). 

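Of the 15 synthesized peptides from the depletion selection, R5N10 and Q4E5G7M9 had 100 reads in at least 1 glucose library and were tested. R5N10 had 12.8 ± 0.79 normalized CPM (SD, n = 3) on glucose and 7.69 ± 0.61 (SD, n = 3) on arabinose, a log2 fold change of -0.73 (standard error 0.13, adjusted p = 0.022 from edgeR's quasi-likelihood test). The edgeR exact test gave R5N10 an adjusted p of 6.9e-04, the lowest over its alternatives, whose highest was 0.16 without glucose replicate 1. Q4E5G7M9 had a log2 fold change of -0.34 (standard error 0.23, adjusted p = 0.58). The 13 below the filter lie outside the rule by which peptides are named, and those named here were chosen after their values were seen. As RPM over all reads of the library, 11 of the 15 had a lower mean on arabinose, 3 a higher one, and L8L12G13G15A18 had no reads in any of the 6 libraries. In 2 of the 15 every arabinose library lay below every glucose library, and in 0 above, where chance gives 10% for either direction together. Among the 13 below the filter, K6M10 was 1 of these 2, with 0.794 ± 0.092 RPM (SD, n = 3) on glucose and 0.342 ± 0.066 (SD, n = 3) on arabinose, and R6A10 had 218 reads in the 3 glucose libraries and 143 in the 3 arabinose libraries. The 3 with a higher mean were M6A9Y14, with 0.763 ± 0.348 RPM on glucose and 1.06 ± 0.263 on arabinose, G9E10N15, with 0.109 and 0.362, and R5N13L16, with 0.041 and 0.083. A3F8Y10M13, K3Y8N9T10S13 and L8L12G13L16 had between 1 and 3 reads on glucose. At this depth a change of those below the filter was not tested.

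**Figure D2:**
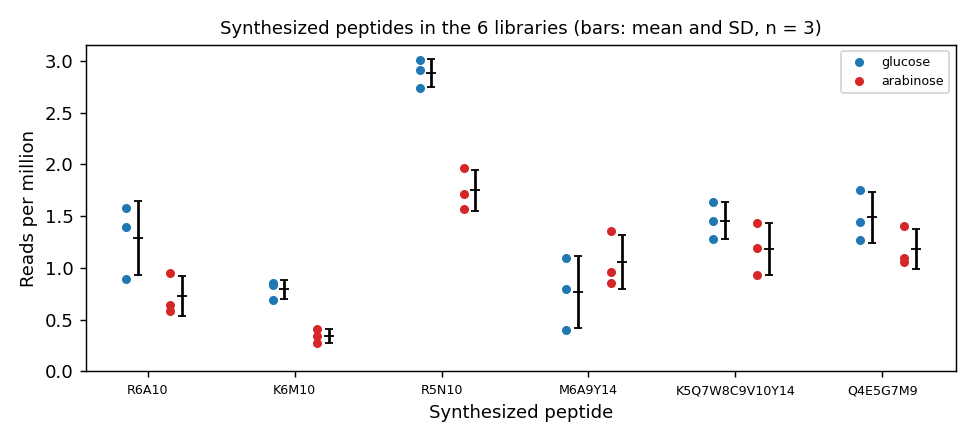
RPM over all reads of the library in the glucose and the arabinose libraries, for synthesized peptides from the depletion selection with 100 reads or more summed over the 3 glucose libraries. Points are libraries, and bars show the mean and SD (n = 3). The others are not shown, among them G9E10N15 and R5N13L16, whose mean was higher on arabinose. R5N10 has a mean of 2.89 on glucose and 1.75 on arabinose, and M6A9Y14 a mean of 0.763 on glucose and 1.06 on arabinose.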

Out of the fifteen tested peptides, fourteen, including one that carried six amino acid substitutions, could arrest the ribosome at the stop codon of a model gene (Figure 2D). This result not only validated our depletion selection strategy, but it also clearly showed that peptides with diverse sequences are able to arrest the terminating ribosome likely, similar to Api, by trapping RFs.

### Positive selection reveals multi-substituted Api-variants capable of inducing stop codon readthrough

A drawback of the depletion-based selection is that it does not immediately reveal the reason why expression of the peptide encoded by the mutant PrAMP gene is deleterious for the cell. Therefore, we conceived a library screening strategy which exploits stop codon readthrough, a known outcome of the Api-mediated RF trapping leading to depletion of available RFs (8,13,22,32). Specifically, we surmised that Api variant-mediated bypass of a premature stop codon in a conditionally essential gene would restore cell growth under non-permissive conditions and, therefore, could be used for the direct isolation of library clones expressing active peptides.

The *E. coli* strain CA244 harbors an amber (UAG) mutation in the *trpA* gene preventing its growth in the absence of tryptophan (33). In these cells, readthrough of the premature stop codon in *trpA* allows colony formation on tryptophan-lacking agar plates (34). The strain also carries an amber mutation in the *lacZ* gene encoding β-galactosidase whose activity, once restored by stop codon readthrough, can be visualized by the blue color of colonies on X-gal indicator plates. Accordingly, our positive selection strategy for identifying biologically active Api variants is based on plating the library on plates lacking tryptophan and containing low concentration of arabinose. We expected that moderate expression of active PrAMPs would induce stop codon bypass without killing the cells and result in formation of colonies that would turn blue if X-gal, the chromogenic substrate of β-galactosidase, is present. The use of this second (*lacZ*) reporter allows distinguishing colonies growing in the absence of tryptophan due to stop codon readthrough from *trpA* mutational revertants.

We validated the approach by plating the CA244 cells transformed with the wt pApi plasmid on minimal medium plates lacking tryptophan and containing X-gal and varying concentrations of arabinose. While no colonies grew on plates with 0.5% arabinose, likely due to the detrimental effect of high expression of Api upon cell growth (see Supplementary Figure S3), blue colonies formed on plates with lower arabinose concentration (0.05%) (Figure 3A), indicating that moderate levels of Api expression can stimulate stop codon bypass in both *trpA* and *lacZ* mutant genes.

**Figure 3.**
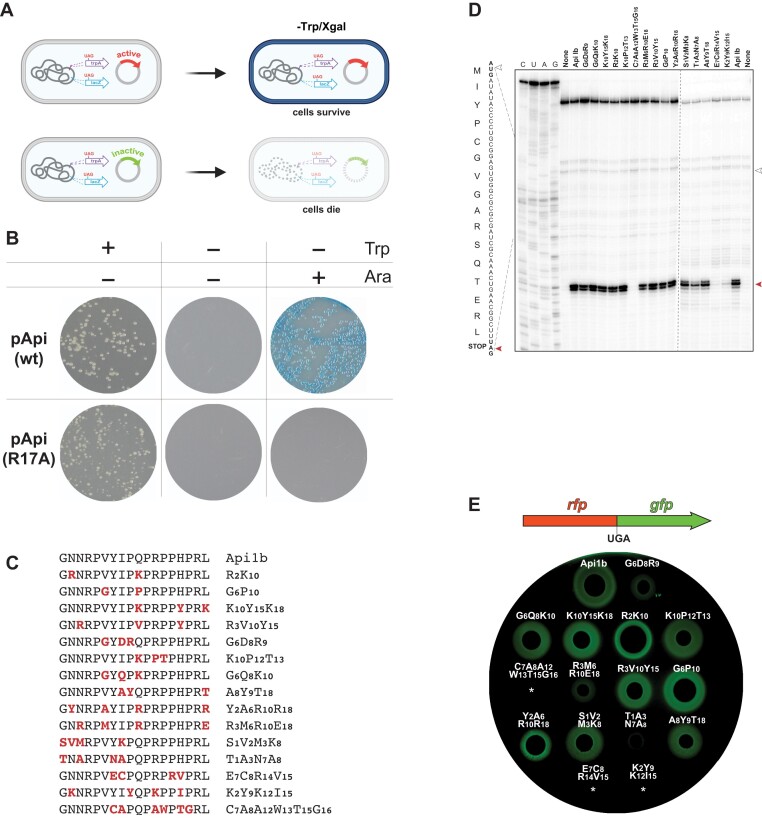
Identification of active peptides by the positive selection. (**A**) The principle of the positive selection approach: clones expressing subinhibitory concentrations of the active peptides can form colonies on the tryptophan-lacking plates. (**B**) Api-induced premature stop codon readthrough in the *trpA* and *lacZ* genes of the *E. coli* strain CA244 leads to formation of blue-colored colonies on the indicator agar plate lacking tryptophan. The CA244 cells were transformed with the plasmids encoding either wt Api or its inactive R17A mutant (21,22). Moderate expression of Api is induced by low (0.05%) concentration of arabinose. (**C**) Sequences of the chemically synthesized peptides identified by the positive selection. Altered amino acids are highlighted in red. Peptides were synthesized without additional N-terminal modifications. (**D**) Toeprinting analysis of the peptide-induced ribosome arrest at the stop codon of the modified *yrbA* ORF. The white and red arrowheads indicate the toeprinting bands corresponding to ribosomes at the start and stop codons of the ORF, respectively. Samples loaded onto the lanes marked ‘None’ contained no added peptide. Sequencing lanes are indicated. The uncropped gels can be found in Supplementary Figure S6. (**E**) Drop-diffusion assay reveals the activity of the synthesized peptides. Top, the scheme of the reporter construct with the in-frame fused *rfp* and *gfp* genes separated by the UGA stop codon. Peptide-induced stop codon bypass allows for GFP expression. Bottom, *E. coli* BL21 cells transformed with the reporter plasmid were plated on agar plates and 2 μl drops of 2 mM peptide solutions were spotted on the agar surface. Plates were imaged for the GFP fluorescence. Clearing zones, visualized as black circles, indicate no cell growth due to the antibacterial activity of the peptides. The green halos indicate GFP expression when subinhibitory concentrations of the peptides lead to stop codon readthrough. White asterisks show the sites of application of peptides that did not have antimicrobial activity. Shown are representative gels (**C**) or image of a plate (**D**) of two independent experiments that produced converging results.

We then used these optimized conditions to identify the library clones expressing peptides capable of stimulating stop codon bypass. The *E. coli* CA244 cells transformed with the pooled library plasmid were plated on the tryptophan-lacking and X-gal supplemented selection plates and a total of 1,056 blue colonies were manually picked and individually grown in 96-well plates.

After NGS sequencing of the pooled plasmid from these clones, 222 unique sequences (including wt Api) were identified comprising peptides with one, two, three, four, and six substitutions (*Dataset 2*). Fifteen peptides with varying number of mutations (Figure 3B) were chemically synthesized and tested in *in vitro* and *in vivo* assays (Figure 3C-D). The *in vitro* toeprinting assay showed that twelve of the tested peptides readily stalled ribosomes at the stop codon (Figure 3C). To directly evaluate whether the synthetic peptides promote *in vivo* stop codon bypass we used *E. coli* BL21 cells transformed with a reporter plasmid in which the fused *rfp* and *gfp* genes are separated by the UGA stop codon (15,30). In the drop-diffusion test, eleven out of the twelve peptides that showed activity in the toeprinting assay generated a halo of GFP-expressing cells (Figure 3D), confirming the ability of these peptides to induce stop codon readthrough. [Noteworthy, the few peptides with sufficient antibacterial activity (Table 1) that originated from the depletion selection experiments could also induce stop codon readthrough (Supplementary Figure S4)]. The results of the positive selection experiments corroborated the conclusion that emerged from the depletion selection: namely, that peptides deviating in multiple amino acid residues from the wt Api sequence are able to interact with the ribosome, arresting it at stop codons and trapping the release factors.

**Table 1.** Minimal inhibitory concentrations of the synthesized peptides against *E. coli*, BL21 cells

Peptides identified by depletion selection				
		MIC (μM)		
Peptide	Sequence^a^	RPMI/Serum	TSB	LB
Api 137	XNNRPVYIPRPRPPHPRL	0.0625	0.25	4
Api Ib	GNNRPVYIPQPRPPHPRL	4	0.5	16
R_6_A_10_	XNNRPRYIPAPRPPHPRL	0.0625	0.5	4
K_6_M_10_	XNNRPKYIPMPRPPHPRL	1	0.5	8
R_5_N_10_	XNNRRVYIPNPRPPHPRL	1	8	32
A_3_F_8_Y_10_M_13_	XNARPVYFPYPRMPHPRL	8	16	>64
M_6_A_9_Y_14_	XNNRPMYIAQPRPYHPRL	16	16	>64
R_5_N_13_L_16_	XNNRRVYIPQPRNPHLRL	>64	>64	>64
K_5_Q_7_W_8_C_9_V_10_Y_14_	XNNRKVQWCVPRPYHPRL	>64	>64	>64
W_5_N_9_T_10_S_13_	XNNRWVYINTPRSPHPRL	>64	>64	>64
K_2_N_9_E_13_	XKNRPVYINQPREPHPRL	>64	>64	>64
K_3_Y_8_N_9_T_10_S_13_	XNKRPVYYNTPRSPHPRL	>64	>64	>64
Q_4_E_5_G_7_M_9_	XNNQEVGIMQPRPPHPRL	>64	>64	>64
R_5_T_6_N_7_D_8_W_15_	XNNRRTNDPQPRPPWPRL	>64	>64	>64
G_9_E_10_N_15_	XNNRPVYIGEPRPPNPRL	>64	>64	>64
L_8_L_12_G_13_G_15_A_18_	XNNRPVYLPQPLGPGPRA	>64	>64	>64
L_8_L_12_G_13_L_16_	XNNRPVYLPQPLGPHLRL	>64	>64	>64
**Peptides identified by positive selection**.				
		**MIC (μM)**		
**Peptide**	**Sequence**	**RPMI/Serum**	**TSB**	**LB**
Api Ib	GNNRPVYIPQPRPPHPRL	4	0.5	16
R_2_K_10_	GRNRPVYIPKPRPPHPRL	0.5	0.25	2
Y_2_A_6_R_10_R_18_	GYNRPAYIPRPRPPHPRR	0.5	1	4
K_10_Y_15_K_18_	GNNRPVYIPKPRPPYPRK	2	2	8
R_3_V_10_Y_15_	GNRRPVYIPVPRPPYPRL	2	2	8
G_6_P_10_	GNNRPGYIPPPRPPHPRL	4	0.5	8
G_6_D_8_R_9_	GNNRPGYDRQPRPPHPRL	4	8	16
K_10_P_12_T_13_	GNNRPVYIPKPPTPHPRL	8	1	64
G_6_Q_8_K_10_	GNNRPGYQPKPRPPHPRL	16	0.5	32
R_3_M_6_R_10_E_18_	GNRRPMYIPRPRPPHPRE	16	8	>64
C_7_A_8_A_12_W_13_T_15_G_16_	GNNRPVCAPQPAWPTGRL	>64	>64	>64
S_1_V_2_M_3_K_8_	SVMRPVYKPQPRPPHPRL	4	0.5	16
T_1_A_3_N_7_A_8_	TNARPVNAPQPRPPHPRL	16	8	64
A_8_Y_9_T_18_	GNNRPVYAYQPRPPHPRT	8	4	32
E_7_C_8_R_14_V_15_	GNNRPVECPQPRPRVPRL	>64	>64	>64
K_2_Y_9_K_12_I_15_	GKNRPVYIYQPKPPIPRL	>64	>64	>64

^a^ ‘X’ stands for *N*,*N*,*N*’*N*’-tetramethylguanidino-L-ornithine described in (21), which replaces the N-terminal glycine in all peptides but wt Api 1b.

### Trends in sequence and physicochemical properties of api-like peptides conducive to their ribosome-targeting activity

The vast diversity of the mutant Api gene library and the high number of putatively active peptides found via the negative and positive selection approaches allowed identifying the composition and sequence trends of the peptides with ribosome-targeting activity. We observed that contrasting the broad overall net charge distribution of the peptides in the unselected library (ranging from –1 to +6), the net charge of the active PrAMPs falls within the narrow range of +2 to +4 (Figure 4A). It appears that a moderate positive charge benefits the peptides’ ability to form specific interactions with the negatively charged NPET.

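Net charge was counted as lysine and arginine minus aspartate and glutamate. Among the 35000 tested peptides it ranged from -4 to 6, and 89.4% had a net charge of 2 to 4 (95% confidence interval 89.1 to 89.8, Wilson). Of the 23 peptides depleted more than 2-fold, 21 (91.3%, 95% confidence interval 73.2 to 97.6, Wilson) lay in that range, a difference that Fisher's exact test does not show (two-sided p = 1.0). With 89.4% of all tested peptides already in the range, 23 peptides leave this test too little room to show a higher share. It therefore cannot speak against a narrower charge of the depleted peptides. A net charge of 4 was held by 10 of the 23 depleted peptides (43.5%) and by 11.7% of the tested peptides. A net charge of 3 was held by 43.5% and 46.2%, and a net charge of 2 by 4.35% and 31.5%. The share at a net charge of 4 rests on single libraries. It was 0% of the 8, 3 and 1 peptides called without glucose replicate 2, glucose replicate 3 and arabinose replicate 1, 44.7% and 45% without arabinose replicates 2 and 3, and 18.9% with the replicate number as a block. Among the 102 peptides depleted at any fold change, a threshold chosen after the values were seen, the share with a net charge of 2 to 4 was 8.63 percentage points above that of the other tested peptides (Fisher's exact test, two-sided p = 0.0018). This follows largely from their make-up, since 61 of the 102 are wt Api or carry 1 substitution and all 61 lie in that range. Among peptides with 2 or 3 substitutions, a comparison also chosen after the values were seen, 39 of the 41 depleted (95.1%) and 90.5% of the others lay in it, a difference that Fisher's exact test does not show (two-sided p = 0.43). With 1 library left out, the difference over all peptides depleted at any fold change was not past 0.05 in Fisher's exact test without glucose replicate 2 (3.90 points, p = 1.0), glucose replicate 3 (5.57 points, p = 0.72), arabinose replicate 1 (2.87 points, p = 1.0) or arabinose replicate 3 (7.07 points, p = 0.086), and without glucose replicate 1 no peptide was called. Counting histidine as 1 positive charge gave -34.4 percentage points for the 23 peptides, but it moves every peptide that keeps H15 up by 1 while the range of 2 to 4 stays in place. This value therefore follows from the many depleted peptides at a net charge of 4 and says nothing about a change of direction. The direction for the 23 peptides turned when single libraries were left out, to -1.94 points without glucose replicate 2, -22.8 without glucose replicate 3, -89.4 without arabinose replicate 1 (1 depleted peptide) and -0.076 without arabinose replicate 2. It also turned with 500 reads in every glucose library (-4.32), with a mean of 100 reads over all 6 libraries (-2.50) and with library size only (-1.94). Peptides are not replicates, so these tests describe the peptides called from these libraries. The paper proposes from the narrow charge range of the active peptides that a moderate positive charge helps them to interact with the exit tunnel.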

**Figure 4.**
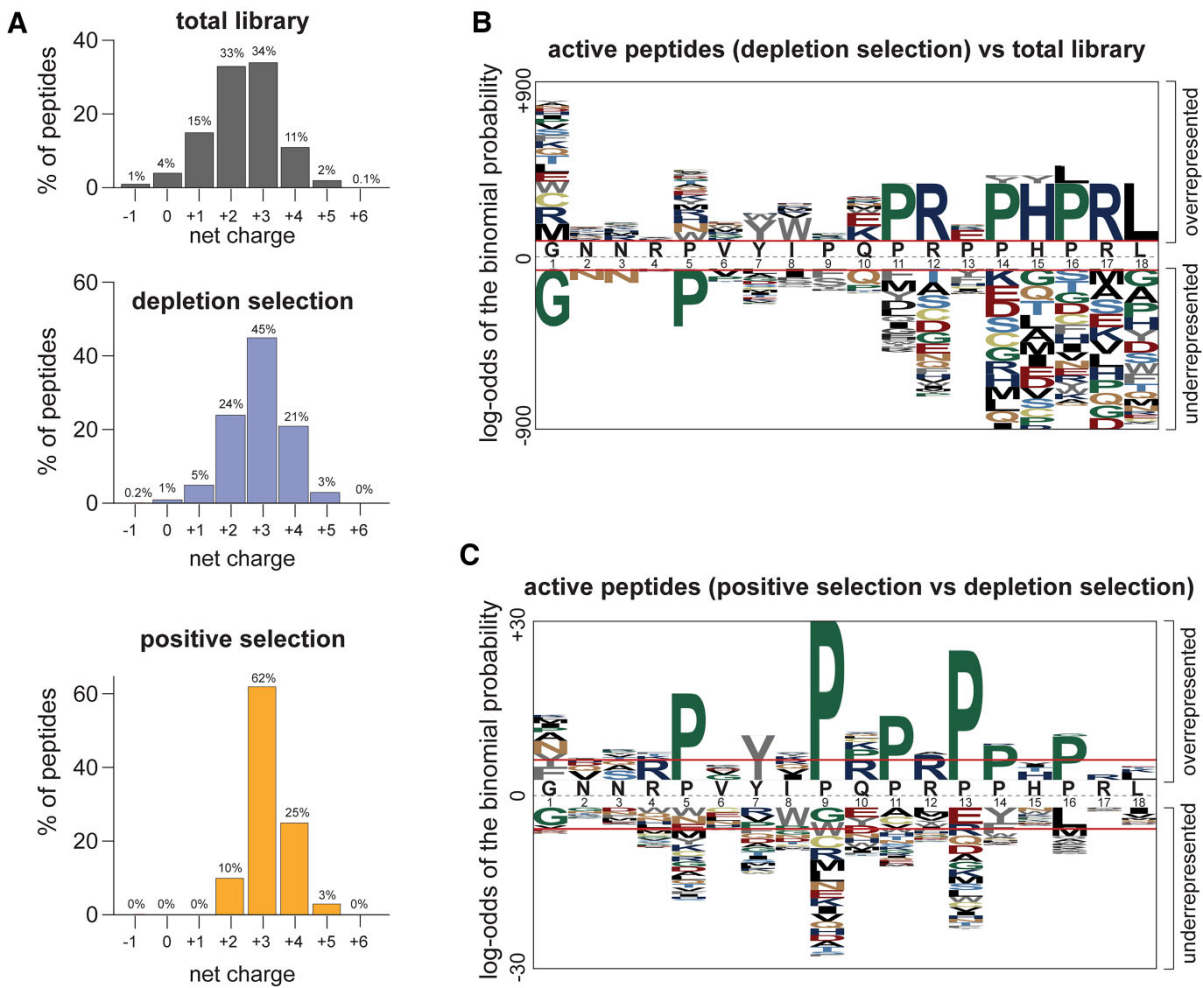
Compositional and sequence trends in the active peptides selected from the library. (**A**) Distribution of the overall net charge among peptides encoded in the unselected library (top panel), active peptides identified by the depletion selection (middle panel), and active peptides identified by the positive selection. (**B**) pLogo analysis of amino acid enrichment at individual positions of the active peptides identified by the depletion selection in comparison with the unselected peptides. Preferred amino acids appear in the upper panel; the amino acids that are counter-selected in the active peptides appear in the bottom panel. (**C**) pLogo analysis of amino acid enrichment at individual positions of the active peptides identified by the positive selection in comparison with the peptides identified by the depletion selection.

The most interesting insights into the requirement for the PrAMPs’ activity came from the examination of their sequences. 

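For each position, the share of peptides with the wt residue was compared between the 23 depleted and the 34977 other tested peptides by Fisher's exact test, with Benjamini-Hochberg adjustment over the 18 positions. The depleted peptides kept the wt residue more often at all 8 positions from P11 to L18, by 9.31 to 17.1 percentage points, but at none of them was the adjusted two-sided p under 0.05. The lowest was 0.085, at P14, and the highest 0.43, at P16 and R17. P11, R12, P13, P14 and L18 were kept in all 23 depleted peptides, the most possible, and still did not pass. With 23 peptides this test therefore cannot decide whether these residues are preferred. Among the 102 peptides depleted at any fold change, a threshold added after the values were seen, all 8 positions were kept more often, with adjusted p between 1.3e-07 at P14 and 2.0e-04 at H15. Since 61 of the 102 are wt Api or carry 1 substitution, they keep more wt residues by their make-up. Among peptides with 2 or 3 substitutions, a comparison also chosen after the values were seen, the 41 depleted passed 0.05 at 5 of the 8 positions, P11, R12, P13, P14 and L18 (Fisher's exact test, adjusted two-sided p between 0.0089 and 0.017), and not at H15 (0.12), P16 and R17 (0.060 each). With 2 substitutions only, they passed at 6 of the 8, not at P14 and H15. For the whole set, 0 of the 8 passed 0.05 without glucose replicate 2, glucose replicate 3 or arabinose replicate 1, and without glucose replicate 1 no peptide was called at that threshold. Without arabinose replicate 2, all 8 positions passed 0.05 at the 2-fold threshold, while without glucose replicate 1 none was called there either. A measure that needs no calls was the share of reads on tested peptides that are substituted at a position, compared between libraries. Averaged over positions 11 to 18, the log2 ratio of arabinose over glucose was 0.075 ± 0.0092 (SD, n = 3 arabinose libraries), so peptides substituted there took a larger share of reads under induction. Averaged over positions 1 to 10, it was -0.088 ± 0.026 (SD, n = 3). Both averages follow the last 8 residues named by the paper and were formed after the values per position had been seen. Over all sequences of the table in place of the tested peptides they were 0.018 and -0.017. At 7 of the 8 positions from 11 to 18 every arabinose library lay above every glucose library (exact permutation test, p = 0.1 each, the smallest that 3 against 3 allow, which 1 of the 10 splits reaches by chance), and at H15 the groups overlapped. Positions 1 to 10 were not uniform. Every arabinose library lay below every glucose library at G1, N2, N3, R4, P5, V6 and Q10. It lay above at Y7 (log2 ratio 0.023) and P9 (0.018), and at I8 the groups overlapped. In an additive fit of all substitutions to the 35000 peptides, with each arabinose library set against the same glucose mean, the median effect was 0.03 ± 0.045 (SD, n = 3) on the log2 scale at positions 11 to 18 and -0.09 ± 0.040 (SD, n = 3) at positions 1 to 10.

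**Figure D3:**
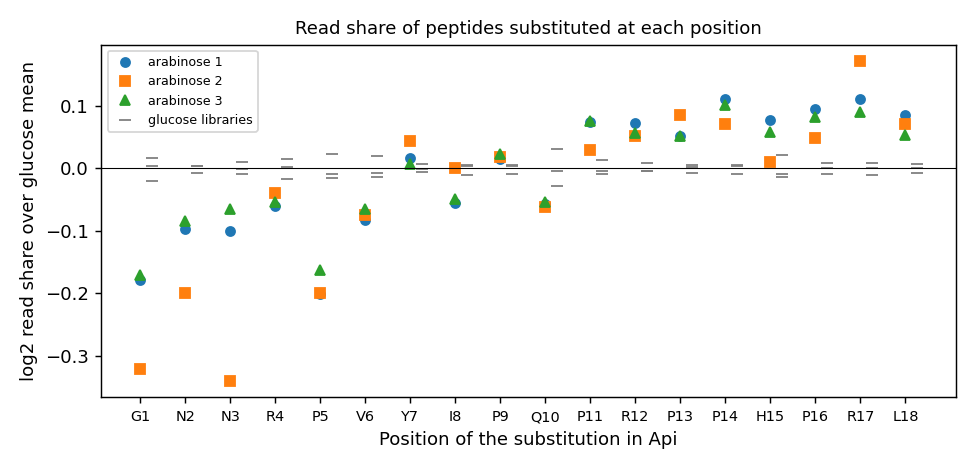
Log2 read share of the tested peptides substituted at each position, over the mean of the glucose libraries; symbols are the 3 arabinose libraries and grey ticks the 3 glucose libraries. On the mean of the 3 arabinose libraries, substitutions at R17 stand highest, with a log2 ratio of 0.13, and those at G1 lowest, with -0.22. Single libraries differ: P14 stands above R17 in arabinose replicates 1 and 3, and P5 stands below G1 in arabinose replicate 1.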

We used pLogo analysis (35) to identify the features that distinguish the active PrAMPs from those in the unselected library (Figure 4B and Supplementary Figure S5). pLogo plot of the peptides from the depletion selection shows that seven out of the eight C-terminal residues of Api poorly tolerate most substitutions (Figure 4B). 

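The wt residues P11, R12 and L18 were present in all 23 peptides depleted more than 2-fold, and R17 in 22 of them. Among the other tested peptides P11 was kept in 85.2%, R12 in 84.3%, R17 in 86.3% and L18 in 86.9%. The adjusted two-sided p was 0.089 for P11 and R12 and 0.12 for L18 (Fisher's exact test). At any fold change, P11 and L18 were kept in all 102 depleted peptides and R12 and R17 in 101, but 61 of these carry 0 or 1 substitution. Of the 41 with 2 or 3, all 41 kept P11, R12 and L18, and 40 kept R17. Reads on peptides substituted at R17 made up 10.7% ± 0.071 (SD, n = 3) of the glucose reads and 11.6% ± 0.35 (SD, n = 3) of the arabinose reads. Of the 19 single substitutions at R17, 1 had a log2 fold change below 0, R17K with -0.0017, and their median was 0.10. At R12 the lowest single substitution was R12K, with a log2 fold change of -0.47 and an adjusted p under 0.005, and at L18 it was L18I with -0.50, which was not past 0.005. These lowest substitutions were picked after their values were seen. The medians of the 19 single substitutions were 0.0077 at P11, -0.02 at R12 and -0.08 at L18.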

The nearly complete lack of mutations of amino acids P_11_, R_12_, R_17_ and L_18_ reflect their critical functional significance for interacting with the ribosome-bound RF and tRNA (R_17_ and L_18_, respectively), or with the NPET elements (P_11_, R_12_) (8). 

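P14 was kept in 23 of the 23 depleted peptides and in 82.9% of the other tested peptides. H15 was kept in 22 and in 84.8%, and P16 in 22 and in 86.3%. The exception at H15 was 1 of 206 tested peptides with H15Y, and at P16 it was 1 of 278 with P16D, the substitutions with the highest share of depleted peptides at these positions. At any fold change the depleted peptides with the wt residue numbered 102 of 102 at P14, 99 at H15 and 101 at P16, and 41, 39 and 40 of the 41 that carry 2 or 3 substitutions. Without glucose replicate 2, which left 8 depleted peptides, P14 was kept less often than among the other tested peptides, by -33.0 percentage points, and H15 by -9.85 points. Reads on peptides substituted at P14 made up 16.6% ± 0.084 (SD, n = 3) of the glucose reads and 17.8% ± 0.26 (SD, n = 3) of the arabinose reads, a log2 ratio of 0.09. At P16 the log2 ratio was 0.08 and at H15 it was 0.05.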

Several other residues in the C-terminal segment (e.g. P_14_, H_15_, P_16_) allowed for some replacements, but the Api's wt amino acids at these positions are nevertheless strongly preferred. Only mutations of P_13_, in particular substitutions with glutamic acid (E), appear to be rather forgiving. In contrast to the conservation of the C-terminal segment, the sequence trends in the N-terminal half of the peptide were dramatically different. 

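P13 was kept in all 23 depleted peptides and in 84.6% of the other tested peptides (Fisher's exact test, adjusted two-sided p = 0.089), and in all 102 peptides depleted at any fold change, 41 of which carry 2 or 3 substitutions. None of the 287 tested peptides with P13E was depleted at either threshold. Only 23 and 102 of the 35000 tested peptides were depleted at these thresholds, so 0 among 287 says little. The single-substitution peptide P13E had 854 ± 9.3 normalized CPM (SD, n = 3) on glucose and 800 ± 66.5 (SD, n = 3) on arabinose, a log2 fold change of -0.09 (standard error 0.057, adjusted p = 0.54 from edgeR's quasi-likelihood test). Of the 19 single substitutions of P13, 6 had a log2 fold change below 0, none with an adjusted p under 0.005, and their median was 0.04. Without glucose replicate 2, P13 was kept less often in the 8 depleted peptides, by -9.63 percentage points.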

Here, many alternative amino acids are not only as good as the residues present at these positions in wt Api, but some of the wt amino acids are even counter selected in the active peptides. The prevalence of substitutions over wt are particularly evident for G_1_ and P_5_, but it is also rather noticeable for several other N-terminal residues. Thus, for example, replacements of Q_10_ with the charged amino acids or of I_8_ with an aromatic tryptophan is conducive to the PrAMP’s activity.

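G1 was kept in 17 of the 23 depleted peptides (73.9%) and in 96.0% of the other tested peptides (Fisher's exact test, adjusted two-sided p = 0.0044). P5 was kept in 18 (78.3%) and in 94.9% (adjusted p = 0.033), V6 in 17 (73.9%) and in 93.0% (adjusted p = 0.033), and I8 in 14 (60.9%) and in 83.7% (adjusted p = 0.033). The call at G1 rests on the 5 depleted peptides with 1 substitution. Among peptides with 2 or 3 substitutions only, G1 was kept in 17 of the 18 depleted and in 96.1% of the others (Fisher's exact test, adjusted two-sided p = 0.57), while P5, V6 and I8 each had an adjusted p of 0.0070. These calls are not stable. Over the alternatives, P5 lost the threshold of 0.05 in 8, V6 lost it in 7 and reversed in 2, I8 lost it in 10 and reversed in 1, and G1 lost it in 2 and reversed in 3. None of the 4 passed Fisher's exact test at an adjusted p of 0.05 without glucose replicate 2, glucose replicate 3 or arabinose replicate 1, where the lowest was 0.086, at G1, nor with library size only, where the lowest was 0.059, at G1. Without glucose replicate 2, which left 8 peptides, and without arabinose replicate 1, which left 1, the difference at G1 turned to 4.05 percentage points. Of the 19 single substitutions of G1, all 19 had a log2 fold change below 0 and 17 an adjusted p under 0.005, with a median of -0.88. At P5 all 19 lay below 0 and 7 passed 0.005, with a median of -0.42. At V6 18 lay below 0 and 8 passed, with V6K the lowest at -0.95. V6K was picked after its value was seen. Without glucose replicate 1 no single substitution of G1, P5 or V6 passed. In the additive fit the median effect of the 19 substitutions of G1 was -0.24 ± 0.11 (SD, n = 3), with each arabinose library set against the same glucose mean, so the 3 values share their control.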

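Among the single-substitution peptides, Q10K had 725 ± 43.3 normalized CPM (SD, n = 3) on glucose and 411 ± 34.5 (SD, n = 3) on arabinose, a log2 fold change of -0.82 (standard error 0.068, adjusted p = 3.1e-04 from edgeR's quasi-likelihood test). Q10R had a log2 fold change of -0.66 (standard error 0.055, adjusted p = 3.1e-04) and Q10E one of -0.58 (standard error 0.052, adjusted p = 5.1e-04). I8W fell from 1240 ± 29.0 to 750.1 ± 53.6 normalized CPM (SD, n = 3 each), a log2 fold change of -0.72 (standard error 0.052, adjusted p = 1.5e-04). All 4 kept a negative log2 fold change under every alternative, but none was past 0.005 without glucose replicate 1, where the adjusted p lay between 0.010 and 0.019. Without glucose replicate 2 the 3 substitutions of Q10 were not past it either, and Q10E was not past it without arabinose replicate 1 (adjusted p = 0.0051). Of the tested peptides with I8W, 3 of 343 were depleted more than 2-fold and 11 at any fold change (Fisher's exact test, adjusted two-sided p = 0.12 and 1.9e-06). For Q10K these numbers were 1 and 2 of 263, for Q10R 0 and 2 of 267, and for Q10E 1 and 3 of 279, with no adjusted p under 0.05. Of the 19 single substitutions of Q10, all 19 lay below 0 and 14 had an adjusted p under 0.005.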

Although the number of active peptides identified by positive selection was much smaller (222 vs 15,654), similar trends (e.g. conservation of the Api's C-terminal sequence and counterselection of some of the wt N-terminal amino acids) could be also observed in the pLogo plot of these PrAMPs (Supplementary Figure S5). Nevertheless, some characteristics of the PrAMPs that emerged from the two orthogonal selection strategies seem to deviate (Figure 4C). Peptides capable of inducing stop codon bypass (the main criteria of the positive selection) exhibit strong preference for retaining all of the Api proline residues (Figure 4B-C). In addition, the peptides of the positive selection also frequently have Q_10_ replaced with positively charged arginine or lysine residues, but not with the negatively charged glutamate, often found in this position in the active peptides identified by depletion selection (compare Figure 4B, C and Supplementary Figure S5). Such subtle, but important differences in the sequence trends between two groups of active peptides suggest that inhibition of cell growth by the endogenously expressed Api-like PrAMPs may involve aspects other than the RF trapping which leads to stop codon bypass.

### Enhanced antimicrobial potency of multiply substituted Api variants

While the primary goal of our study was to identify the spectrum of the endogenously expressed Api-like peptides with the ribosome targeting activity, we could not ignore the fact that wt Api is a potent antimicrobial with prospects to be developed into a clinically-relevant antibiotic (20,21,36). For its antibiotic activity wt Api needs to be imported into the bacterial cell by the SbmA transporter. Therefore, we were prepared to the possibility that some of the peptides, identified in our selection experiments as inhibitory when produced in the bacterial cytoplasm, would not be transported into the cell when added exogenously. Nevertheless, we were encouraged by the results of the drop-diffusion readthrough assay, where some of the peptides produced a distinct zone of cell growth inhibition, which for some of the PrAMPs even exceeded the size of the clearing zone produce by wt Api (Figure 3D).

In order to quantitatively assess the antimicrobial activity of the synthesized peptides identified by both, the negative and positive selection strategies, we determined their minimal inhibitory concentrations (MICs) for the *E. coli* BL21 cells in three different media: LB, as a standard laboratory medium, 33% TSB, as a medium in which PrAMPs show increased antibacterial properties (21), and in the more therapeutically relevant RPMI/serum media (23) (Table 1). Importantly, several of the peptides that originated from positive selection (e.g. R_2_K_10_, Y_2_A_6_R_10_R_18_, K_10_Y_15_K_18_, R_3_V_10_Y_15_) were more active than wt Api in LB and RPMI/serum media and few others were as active as wt Api (Table 1). A notably smaller fraction of the peptides that came from the depletion selection could interfere with cell growth. Nevertheless, some of them (e.g. R_6_A_10_, K_6_M_10_ and R_5_N_10_) were characterized by the MIC values comparable to those of wt Api. It appears, therefore, that the positive selection strategy is more prone to identifying biologically active peptides in comparison with the negative selection approaches. Furthermore, it became apparent that some multiple substitutions can even improve the antibacterial properties of the Api-like peptides.

## Discussion

The unique mode of action of Api, which has the ability of trapping RF1/2 on the ribosome raised the question whether peptides deviating in its sequence from the wt PrAMP may possess similar activity. Previous studies of synthetic peptides with individual amino acid substitutions or screening of the limited (300–400 variants) single-codon substituted gene libraries of the only known Type II PrAMPs Api and Dro showed that some deviations from the wt sequences are allowed (15,22), but whether multiple amino acid replacements would preserve the peptides’ ability to act upon the terminating ribosome remained unknown. By analyzing a multi-substituted Api gene library, whose complexity approached 350,000 encoded peptide sequences, and by applying orthogonal screening strategies, we not only significantly expanded the variety of peptides acting upon the terminating ribosome, but also identified some unexpected trends in their structure-activity relationship.

Although we designed the library to have an increased mutation frequency towards the C-terminal segment of the peptide (Figure 1C), the active peptides showed a strong tendency to maintain the wild-type identity of the last 8 amino acid residues (Figure 4B, Supplementary Figure S5), underscoring the importance of this segment for the ribosome-targeting activity. The previous studies of the singly-substituted Api mutants had highlighted the functional significance of a shorter Api segment, P_14_-R_17_, which is a part of the P_11_-L_18_ sequence identified as critically important in the current studies. The difference in the results is not surprising because screening of the multi-substituted Api library was carried out under conditions of a milder expression of the endogenous Api gene in comparison with the previous experiments (22). Hence, the screening protocol used in the current studies selected against the mutations that even moderately interfere with the PrAMP’s ability to inhibit translation and cell growth, thereby preferentially identifying the most active peptides. Furthermore, in the multi-substituted library, a mildly negative effect of some of the C-terminal mutations maybe was exacerbated by additional amino acid alterations elsewhere in the peptide.

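The single-substitution peptide H15Y had 491 ± 17.7 normalized CPM (SD, n = 3) on glucose and 349 ± 25.1 (SD, n = 3) on arabinose, a log2 fold change of -0.49 (standard error 0.063, adjusted p = 0.0033 from edgeR's quasi-likelihood test). H15Y lost the threshold of 0.005 in 6 of its 19 alternatives, with the highest adjusted p, 0.057, without glucose replicate 1. It was 1 of the 2 single substitutions at positions 11 to 18 with an adjusted p under 0.005. P14Y had a log2 fold change of 0.08 (standard error 0.067, adjusted p = 0.65), which turned to -0.02 without arabinose replicate 2. P16L had a log2 fold change of -0.10 (standard error 0.037, adjusted p = 0.30). None of the 273 tested peptides with P14Y or of the 290 with P16L was depleted at either threshold. Only 23 and 102 of the 35000 tested peptides were depleted at these thresholds, so these counts of 0 say little.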

While the C-terminus of Api is generally intolerant to mutations, some substitutions are still allowed, including replacement of P_14_ or H_15_ with tyrosine or of P_16_ with leucine (Figure 4B). Corroborating these observations, some of the tested peptides with amino acid substitutions within the C-terminal segment could readily arrest the ribosome at the stop codon in the cell-free assays (Figures 2C and 3C). Several of the C-terminal residues of Api make direct contacts with rRNA in the NPET (8). Some of the tolerated substitutions could establish similar interactions with the ribosome. Thus, for example, the stacking interaction of the H15 side chain upon the guanine base of the 23S rRNA residue 2505 (8) may be preserved when this histidine residue is replaced with tyrosine. The other substitutions could possibly generate alternative contacts with the NPET sufficient for maintaining the affinity of the peptide for its binding site.

Contrasting the invariance of the C-terminal segment, multiple alterations are allowed within the N-terminal half of the Api sequence. Nevertheless, the N-terminal portion is functionally important and likely modulates the activity of the endogenously expressed PrAMP. This conclusion follows from the prevalence of specific amino acid residues at defined positions within the N-terminal segment. 

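At Q10 the wt residue was kept in 18 of the 23 depleted peptides (78.3%) and in 83.5% of the other tested peptides (Fisher's exact test, adjusted two-sided p = 0.60). Among the 102 peptides depleted at any fold change, a threshold added after the values were seen, Q10 was kept in 74.5% (adjusted p = 0.025), P5 in 79.4% (adjusted p = 3.3e-07) and I8 in 64.7% (adjusted p = 6.0e-06). Among the 41 of these with 2 or 3 substitutions, Q10 was kept in 70.7% (adjusted p = 0.026), P5 in 65.9% (2.3e-08) and I8 in 31.7% (5.9e-13), against others with as many (Fisher's exact test). Reads on peptides substituted at P5 fell from 3.04% ± 0.043 of the glucose reads to 2.66% ± 0.041 of the arabinose reads (SD, n = 3 each). Those on peptides substituted at Q10 fell from 16.2% ± 0.34 to 15.6% ± 0.038 (SD, n = 3 each). These include peptides with proline at position 10, which took 2.65% of all reads in glucose replicate 3 and 1.51% in glucose replicate 2. The 102 peptides fall to 20 or fewer when any glucose library or arabinose replicate 1 is left out. At I8 the groups overlapped (exact permutation test, two-sided p = 0.2).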

Counterintuitively, however, some of the wt residues (e.g. P_5_, I_8_ or Q_10_) are selected against in the active peptides. It is possible that the identities of these residues in wt Api are important for the PrAMP uptake by the bacterial cell (an inconsequential metric for our selection which is based on endogenously expressed PrAMP) or they may support Api interactions with the ribosomes of the insect's bacterial pathogens but are not optimal for Api's action upon the *E. coli* ribosome. 

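N2 was kept in 21 of the 23 depleted peptides (91.3%) and in 91.5% of the other tested peptides, and N3 in all 23 and in 92.1%, with no adjusted two-sided p under 0.05 (Fisher's exact test). The direction at N3 turned under other settings, to -13.3 percentage points with the edgeR exact test (adjusted p = 1.7e-05) and to -17.9 with DESeq2's Wald test (adjusted p = 4.5e-07). It went the other way at any fold change, a threshold added after the values were seen, with N3 kept in 101 of the 102 depleted peptides (99.0%) and in 92.0% of the others (adjusted p = 0.0058). Of the 102, 61 carry 0 or 1 substitution, and among peptides with 2 or 3 the difference at N3 was not past 0.05 (40 of 41 against 91.9%, Fisher's exact test, adjusted p = 0.31). All 19 single substitutions of N2 and all 19 of N3 had a log2 fold change below 0, with medians of -0.38 and -0.37, and 2 of N2 and none of N3 had an adjusted p under 0.005. Reads on peptides substituted at G1 made up 1.59% ± 0.020 (SD, n = 3) of the glucose reads and 1.36% ± 0.079 (SD, n = 3) of the arabinose reads. At N2 the shares were 3.78% ± 0.018 and 3.46% ± 0.15, and at N3 they were 3.43% ± 0.024 and 3.06% ± 0.31 (SD, n = 3 each). At each of the 3 positions every arabinose library lay below every glucose library (exact permutation test, two-sided p = 0.1, the smallest possible).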

The first three amino acids (G_1_N_2_N_3_) of Api are also frequently found replaced in the endogenously expressed active peptides (Figure 4B). Either mutations of these residues enhance the on-target activity of the encoded peptides or alterations of the respective mRNA codons that are proximal to the translation start site increase the efficiency of expression of the Api gene.

Two orthogonal strategies were used in our experiments: the first was based on the negative selection involving depletion of the clones expressing active peptides, while the other one took advantage of the preferential survival of the clones expressing PrAMPs conducive to stop codon readthrough. While the general sequence trends of the active peptides that were identified by both selection strategies were similar (compare Figure 4B and Supplementary Figure S5), some notable differences emerged such as, for example, a stronger preference for retaining all the Api's proline residues in the readthrough-inducing peptides (Figure 4C). We can only speculate what drives these differences. The known effects of Api on translation include the arrest of the post-release ribosome at stop codons, queuing of the translating ribosomes behind the arrested one, and RF trapping leading to stop codon readthrough and accumulation of aberrant proteins with C-terminal extensions (8,13). Cell growth inhibition, which is the main discriminating criterion in the negative selection experiments, is likely a product of all these effects of the PrAMP and, possibly, of others yet unknown. In contrast, our positive selection strategy relied specifically on the ability to cause stop codon readthrough. The idiosyncratic sequence preferences of the readthrough-inducing peptides may reflect their propensity for a more prolonged RF trapping possibly because of a slower resolution of the ribosome-Api-RF complex (12).

Conceivably, carrying out orthogonal selection strategies not in parallel, as was done in this study, but sequentially would increase the stringency of selection. Enabling our positive selection for high-throughput screening and supplementing it subsequently by negative selection could more effectively eliminate the false-positive peptide sequences and, hence, make the results more robust. This approach could be implemented in future studies of Type II PrAMPs and other inhibitors with mechanisms of action akin to that of Api.

As a collateral result of our effort in identifying the spectrum of ribosome-targeting peptides, our selection strategies also yielded new PrAMPs with antibacterial activity. Several of the selected multi-substituted peptides were more active than Api in inhibiting *E. coli* growth. We noted that among the tested peptides identified by the alternative selection strategies, a larger fraction of PrAMPs with pronounced antibacterial activity was found among those that emerged from the positive selection that identified clones able to survive due to the PrAMP-dependent stop codon readthrough. It appears that the positive selection approaches could be beneficial for identifying peptides with antibiotic properties. Furthermore, analogous screening of Api mutant gene libraries expressed in clinically relevant hosts may identify PrAMP variants better suited for development of therapeutically active agents than wt Api.

While elucidating the antibacterial activity of PrAMPs has obvious medical significance, understanding the mechanistic aspects of their action may also provide important insights into fundamental aspects of translation. The constellation of the NPET-bound PrAMP, deacylated P-site tRNA and the A-site associated RF strikingly resembles the state of the translating ribosome immediately after the hydrolysis of the peptidyl-tRNA ester bond. The structural similarity of the Api-ribosome complex with the native post-release ribosome raises the possibility that the C-termini of some cellular proteins may also linger in the NPET after peptidyl-tRNA hydrolysis, possibly also transiently trapping RFs, slowing down their dissociation and the ribosome recycling. In such a scenario, the cell inhibitory action of Type II PrAMPs could be the extreme manifestation of a more general phenomenon of the lingering of the nascent chain in the NPET after peptidyl-tRNA hydrolysis. Our exploration of the multi-substituted Api libraries illuminates the possibility that many polypeptide sequences, exhibiting different degree of similarity with the antimicrobial PrAMP could be transiently retained in the ribosomal NPET after completion of their translation. The delayed protein release could be exploited by the cell for improved protein folding, targeting, or interaction with cellular ligands.

## Supplementary Material

gkae567_Supplemental_Files

## Data Availability

The NGS data are available at GEO with the accession number GSE269894.

# Supplementary material for: Sequence diversity of apidaecin-like peptides arresting the terminating ribosome
**Source:** Nucleic Acids Res. 2024 Jul 2;52(15):8967–78. doi: 10.1093/nar/gkae567
**Supplement:** gkae567_Supplemental_Files

**Sequence diversity of apidaecin-like peptides arresting the terminating ribosome**

Weiping Huang, Chetana Baliga, Alexander S. Mankin, Nora Vázquez-Laslop

**Supplementary Information**

**Figures and Tables**

**Supplementary Table S1. The frequency of the codons used for replacement of the wt Api gene codons during massively parallel synthesis of the multi-substituted Api gene library**

| **Amino acid** | **Codon** | **Frequency** |  | **Amino acid** | **Codon** | **Frequency** |
| --- | --- | --- | --- | --- | --- | --- |
| Ala | GCA | 28% |  | Pro | CCA | 33% |
| Ala | GCC | 24% |  | Pro | CCC | 16% |
| Ala | GCG | 18% |  | Pro | CCG | 25% |
| Ala | GCT | 30% |  | Pro | CCT | 28% |
| Cys | TGC | 43% |  | Gln | CAA | 52% |
| Cys | TGT | 58% |  | Gln | CAG | 48% |
| Asp | GAC | 35% |  | Arg | AGA | 58% |
| Asp | GAT | 65% |  | Arg | AGG | 0% |
| Glu | GAA | 67% |  | Arg | CGA | 0% |
| Glu | GAG | 33% |  | Arg | CGC | 0% |
| Phe | TTC | 39% |  | Arg | CGG | 0% |
| Phe | TTT | 62% |  | Arg | CGT | 42% |
| Gly | GGA | 21% |  | Ser | AGC | 16% |
| Gly | GGC | 24% |  | Ser | AGT | 17% |
| Gly | GGG | 15% |  | Ser | TCA | 20% |
| Gly | GGT | 41% |  | Ser | TCC | 15% |
| His | CAC | 37% |  | Ser | TCG | 11% |
| His | CAT | 64% |  | Ser | TCT | 22% |
| Ile | ATA | 24% |  | Thr | ACA | 28% |
| Ile | ATC | 29% |  | Thr | ACC | 27% |
| Ile | ATT | 47% |  | Thr | ACG | 18% |
| Lys | AAA | 65% |  | Thr | ACT | 29% |
| Lys | AAG | 36% |  | Val | GTA | 20% |
| Leu | CTA | 0% |  | Val | GTC | 20% |
| Leu | CTC | 0% |  | Val | GTG | 24% |
| Leu | CTG | 30% |  | Val | GTT | 36% |
| Leu | CTT | 17% |  | Trp | TGG | 100% |
| Leu | TTA | 28% |  | Tyr | TAC | 40% |
| Leu | TTG | 25% |  | Tyr | TAT | 61% |
| Met | ATG | 100% |  | * | TAA | 53% |
| Asn | AAC | 41% |  | * | TAG | 16% |
| Asn | AAT | 59% |  | * | TGA | 32% |

**Supplementary Table S2. DNA primers used for preparation of the next-generation sequencing libraries**

| **Screening method** | **Group** | **Primer Name** | **Sequences** |
| --- | --- | --- | --- |
| **Depletion**  **Selection** | Arabinose replicate 1 | Api_Lib_F_i56 | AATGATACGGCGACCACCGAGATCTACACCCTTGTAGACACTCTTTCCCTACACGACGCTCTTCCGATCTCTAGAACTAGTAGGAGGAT |
|  |  | Api_Lib_R_i76 | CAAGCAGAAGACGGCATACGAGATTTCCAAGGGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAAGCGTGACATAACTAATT |
|  | Arabinose replicate 2 | Api_Lib_F_i54 | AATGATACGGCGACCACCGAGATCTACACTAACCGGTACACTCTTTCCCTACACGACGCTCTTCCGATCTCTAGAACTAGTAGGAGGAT |
|  |  | Api_Lib_R_i74 | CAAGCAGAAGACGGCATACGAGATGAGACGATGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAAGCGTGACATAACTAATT |
|  | Arabinose replicate 3 | Api_Lib_F_i58 | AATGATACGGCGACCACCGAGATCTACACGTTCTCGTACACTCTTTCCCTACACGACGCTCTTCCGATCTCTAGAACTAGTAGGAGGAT |
|  |  | Api_Lib_R_i78 | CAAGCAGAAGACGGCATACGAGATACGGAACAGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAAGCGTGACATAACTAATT |
|  | Glucose replicate 1 | Api_Lib_F_i57 | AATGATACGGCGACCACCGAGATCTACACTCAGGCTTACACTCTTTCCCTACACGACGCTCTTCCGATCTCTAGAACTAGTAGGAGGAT |
|  |  | Api_Lib_R_i77 | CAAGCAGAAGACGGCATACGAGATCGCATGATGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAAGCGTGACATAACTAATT |
|  | Glucose replicate 2 | Api_Lib_F_i55 | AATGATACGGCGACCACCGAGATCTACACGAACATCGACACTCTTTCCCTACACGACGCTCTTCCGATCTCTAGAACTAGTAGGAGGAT |
|  |  | Api_Lib_R_i75 | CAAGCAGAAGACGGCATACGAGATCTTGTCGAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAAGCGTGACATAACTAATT |
|  | Glucose replicate 3 | Api_Lib_F_i59 | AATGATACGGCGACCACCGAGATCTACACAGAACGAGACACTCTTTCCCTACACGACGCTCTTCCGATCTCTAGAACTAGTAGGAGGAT |
|  |  | Api_Lib_R_i79 | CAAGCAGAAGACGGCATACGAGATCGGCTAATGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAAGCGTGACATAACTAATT |
| **Positive selection** | Arabinose sample | Api_Lib_F_i55 | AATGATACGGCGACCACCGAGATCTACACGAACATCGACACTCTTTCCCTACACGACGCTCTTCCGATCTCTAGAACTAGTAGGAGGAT |
|  |  | Api_Lib_R_i75 | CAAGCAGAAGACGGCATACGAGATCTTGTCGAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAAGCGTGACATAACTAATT |

**
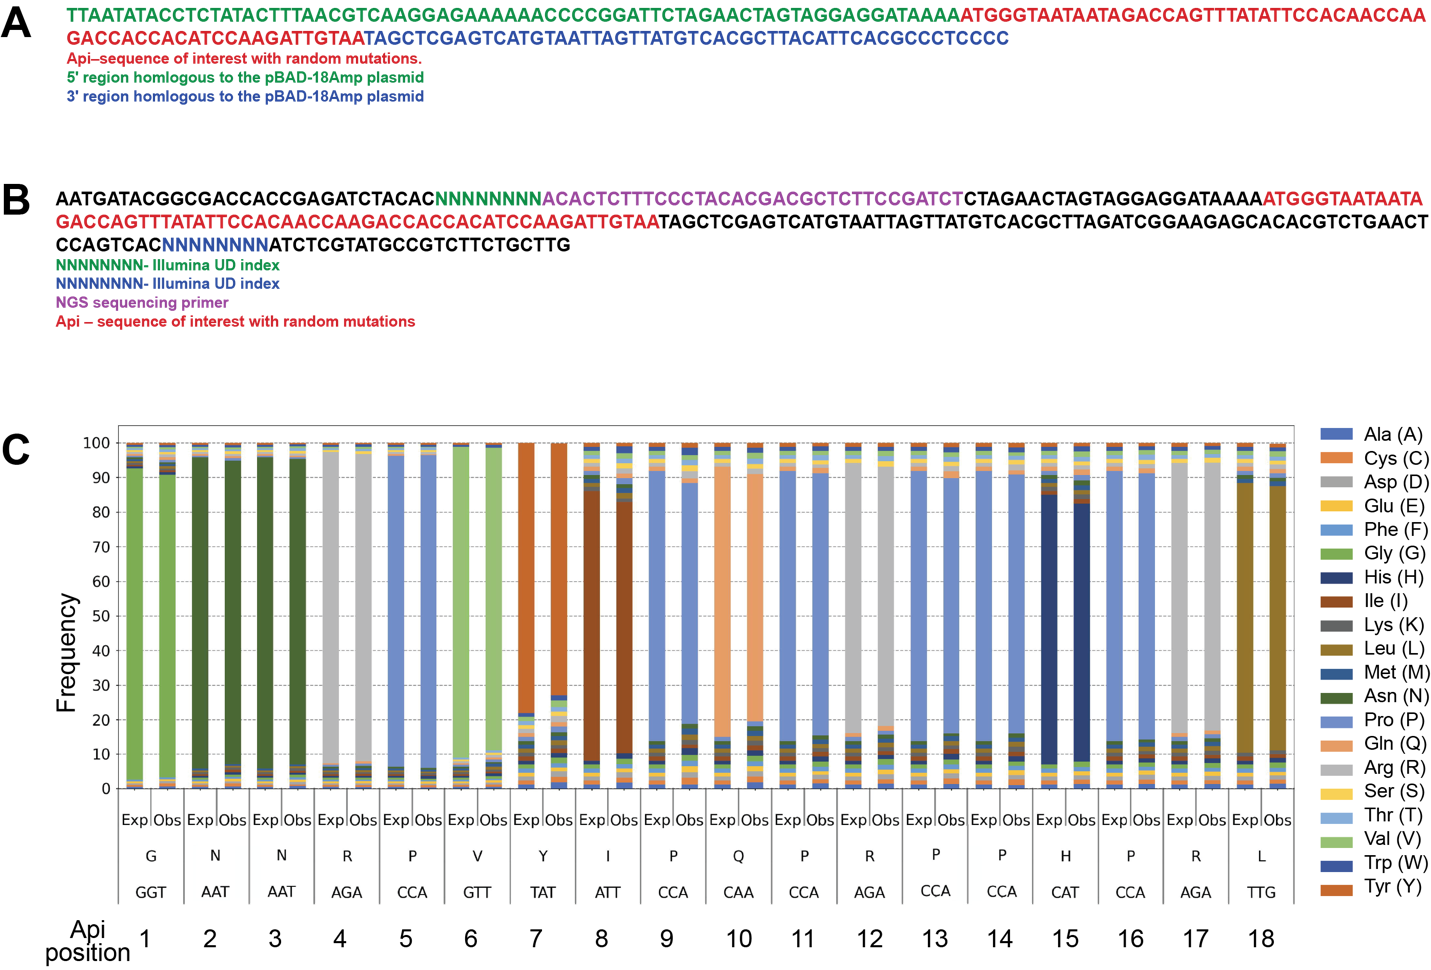
**

**Supplementary Figure S1. *The library encoding multi-substituted Api peptide mutants***. **A**, The structure of the synthetic DNA fragment library used for generation of the plasmid library by Gibson assembly with the pBAD vector. Shown in red is the wt sequence of Api which was mutated during DNA synthesis. **B**, The structure of the DNA fragments amplified from the plasmid library for NGS. **C**, Expected (‘Exp’) and observed (‘Obs’) distribution of codons specifying individual amino acids in the synthetic DNA fragment library prepared by massively parallel synthesis and analyzed by NGS prior to cloning in the expression vector.

|  | **1** | **2** | **3** | **4** | **5** | **6** | **7** | **8** | **9** | **10** | **11** | **12** | **13** | **14** | **15** | **16** | **17** | **18** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **M** | 0.35% | 0.38% | 0.38% | 0.38% | 0.40% | 0.68% | 0.94% | 1.13% | 1.66% | 1.25% | 1.33% | 1.26% | 1.29% | 1.33% | 1.19% | 0.99% | 1.18% | 1.06% |
| **A** | 0.39% | 0.53% | 0.48% | 0.27% | 0.26% | 0.46% | 1.36% | 1.37% | 0.96% | 1.65% | 1.31% | 1.27% | 1.13% | 0.87% | 1.14% | 1.05% | 1.09% | 1.15% |
| **C** | 0.40% | 0.54% | 0.36% | 0.36% | 0.52% | 0.48% | 1.28% | 1.14% | 1.96% | 1.46% | 1.11% | 1.13% | 1.43% | 1.73% | 1.04% | 1.15% | 0.87% | 0.96% |
| **D** | 0.38% | 0.39% | 0.50% | 0.39% | 0.32% | 0.38% | 1.30% | 1.12% | 1.36% | 1.38% | 1.13% | 1.23% | 1.22% | 1.19% | 0.95% | 1.10% | 0.97% | 1.00% |
| **E** | 0.38% | 0.56% | 0.43% | 0.52% | 0.49% | 0.45% | 0.85% | 0.85% | 1.76% | 1.20% | 0.85% | 1.11% | 1.14% | 1.30% | 1.04% | 1.03% | 1.00% | 0.73% |
| **F** | 0.26% | 0.30% | 0.40% | 0.23% | 0.21% | 0.30% | 0.85% | 1.04% | 1.68% | 1.38% | 1.17% | 1.23% | 1.24% | 1.15% | 1.07% | 0.94% | 0.95% | 0.87% |
| **G** | 92.84% | 0.45% | 0.55% | 0.36% | 0.33% | 0.52% | 1.28% | 1.20% | 1.58% | 1.40% | 1.34% | 1.45% | 1.26% | 1.11% | 1.27% | 1.16% | 1.11% | 1.25% |
| **H** | 0.54% | 0.44% | 0.39% | 0.39% | 0.35% | 0.56% | 0.99% | 1.17% | 1.36% | 1.16% | 1.18% | 1.13% | 1.16% | 1.25% | 79.30% | 0.89% | 1.03% | 1.00% |
| **I** | 0.27% | 0.44% | 0.38% | 0.40% | 0.21% | 0.44% | 1.16% | 78.82% | 0.94% | 1.18% | 1.25% | 0.96% | 1.32% | 1.22% | 1.13% | 0.89% | 0.81% | 0.85% |
| **K** | 0.28% | 0.45% | 0.48% | 0.33% | 0.36% | 0.40% | 0.73% | 0.74% | 1.36% | 1.23% | 0.94% | 0.91% | 0.81% | 1.56% | 1.08% | 0.76% | 1.01% | 0.87% |
| **L** | 0.41% | 0.33% | 0.39% | 0.39% | 0.38% | 0.43% | 1.19% | 1.31% | 1.37% | 1.20% | 1.08% | 1.00% | 1.29% | 1.31% | 1.06% | 1.14% | 0.94% | 81.83% |
| **N** | 0.28% | 91.84% | 92.24% | 0.46% | 0.35% | 0.31% | 0.81% | 0.83% | 1.26% | 1.12% | 1.04% | 1.03% | 0.71% | 1.13% | 1.12% | 0.77% | 0.94% | 0.89% |
| **P** | 0.48% | 0.48% | 0.28% | 0.42% | 93.07% | 0.60% | 1.24% | 1.36% | 72.02% | 1.61% | 78.92% | 1.00% | 77.50% | 76.49% | 1.09% | 81.47% | 0.92% | 1.00% |
| **Q** | 0.45% | 0.36% | 0.30% | 0.45% | 0.18% | 0.51% | 0.96% | 1.06% | 1.24% | 74.98% | 1.14% | 1.20% | 1.24% | 1.13% | 1.30% | 0.91% | 0.91% | 0.95% |
| **R** | 0.42% | 0.46% | 0.43% | 92.60% | 0.54% | 0.53% | 1.40% | 1.16% | 1.98% | 1.31% | 0.88% | 78.15% | 1.32% | 1.53% | 0.97% | 0.94% | 81.73% | 0.93% |
| **S** | 0.42% | 0.43% | 0.51% | 0.34% | 0.52% | 0.43% | 0.98% | 1.09% | 1.62% | 1.11% | 1.04% | 1.19% | 1.10% | 1.36% | 0.82% | 1.03% | 1.04% | 0.89% |
| **T** | 0.46% | 0.38% | 0.43% | 0.43% | 0.51% | 0.58% | 1.06% | 1.10% | 1.14% | 1.42% | 1.14% | 1.24% | 1.17% | 0.87% | 1.13% | 0.98% | 0.85% | 0.94% |
| **V** | 0.31% | 0.36% | 0.41% | 0.53% | 0.23% | 90.87% | 1.44% | 1.14% | 1.36% | 1.43% | 1.04% | 1.42% | 1.20% | 0.86% | 1.28% | 1.00% | 0.99% | 1.00% |
| **W** | 0.32% | 0.48% | 0.37% | 0.47% | 0.36% | 0.65% | 1.17% | 1.61% | 2.01% | 1.27% | 1.19% | 1.06% | 1.39% | 1.33% | 1.29% | 1.03% | 0.93% | 0.90% |
| **Y** | 0.34% | 0.38% | 0.29% | 0.26% | 0.40% | 0.44% | 79.00% | 0.77% | 1.37% | 1.26% | 0.92% | 1.03% | 1.10% | 1.26% | 0.75% | 0.78% | 0.74% | 0.93% |

**Supplementary Figure S2. *Frequency of amino acid substitutions at individual positions of the peptides encoded in the mutant api gene library.*** Wild type amino acids are indicated in green.

**
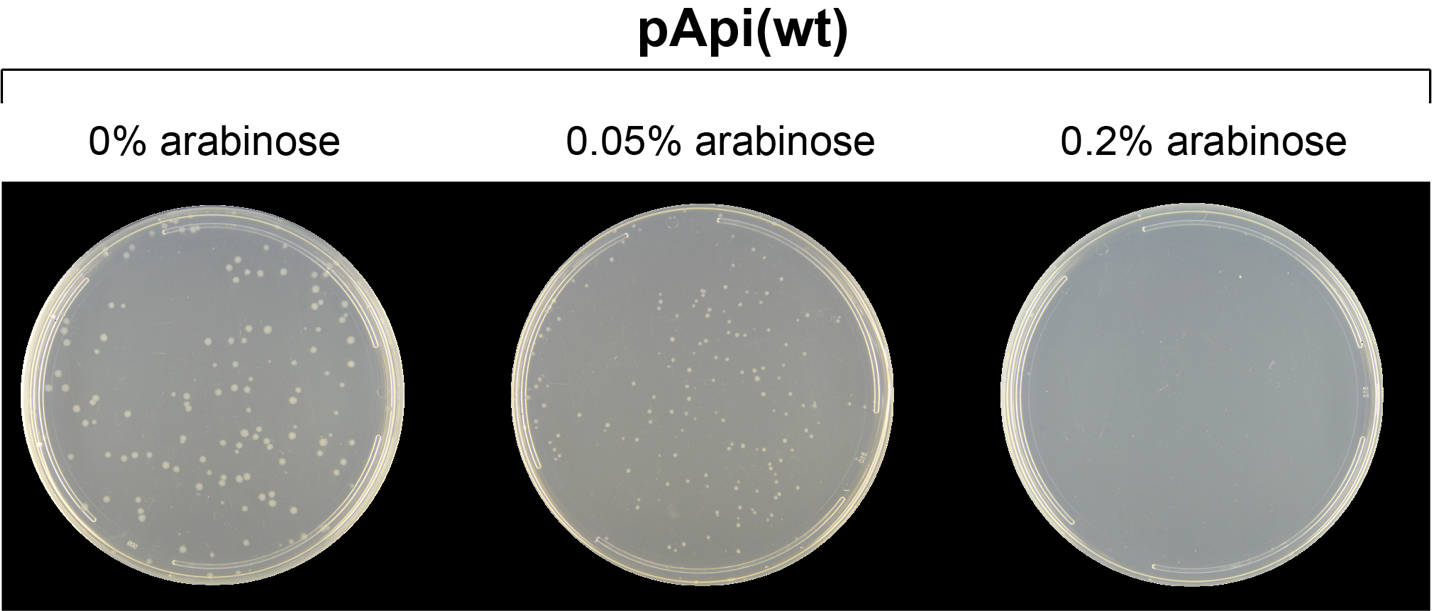
**

**Supplementary Figure S3. *Optimizing the level of expression of the peptides in the cells transformed with the multi-substituted Api gene library*.** *E. coli* BL21 cells transformed with the pApi plasmid encoding wt Api plated onto LB/Amp plates with varying concentration of arabinose, the inducer of the *api* gene expression.

**
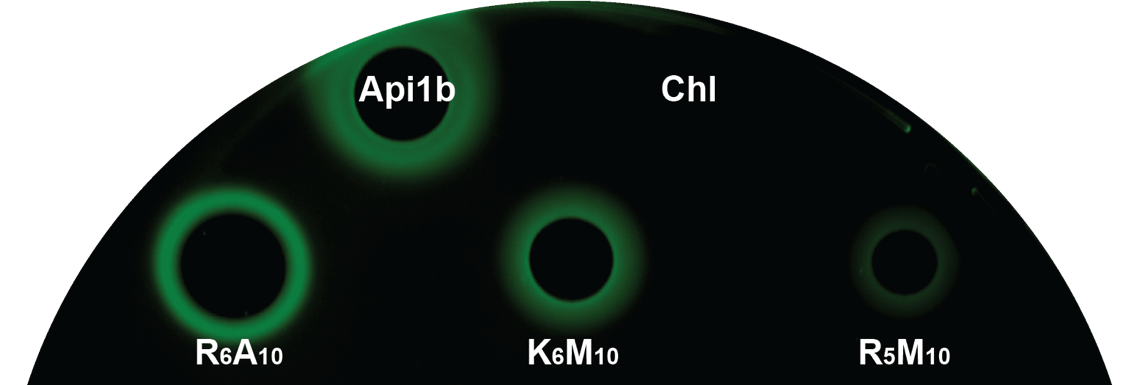
**

**Supplementary Figure S4. *Peptides with antibacterial activity that originated from the depletion selection can induce stop codon readthrough***. For experimental details, see Figure 3D legend. Chloramphenicol (Chl), an antibiotic that does not induce stop codon readthrough, was used as a negative control.

**
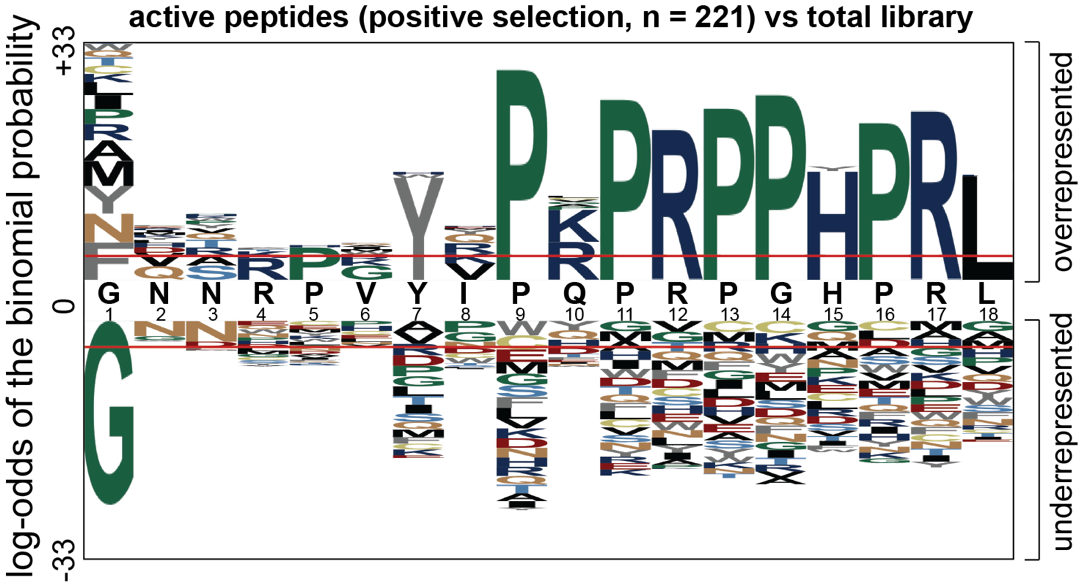
**

**Supplementary Figure S5. *pLogo analysis of amino acid enrichment at individual positions of the active peptides identified by the positive selection in comparison with the unselected peptides.*** Preferred amino acids appear in the upper panel (overrepresented); the amino acids that are counter selected in the active peptides appear in the bottom panel (underrepresented).

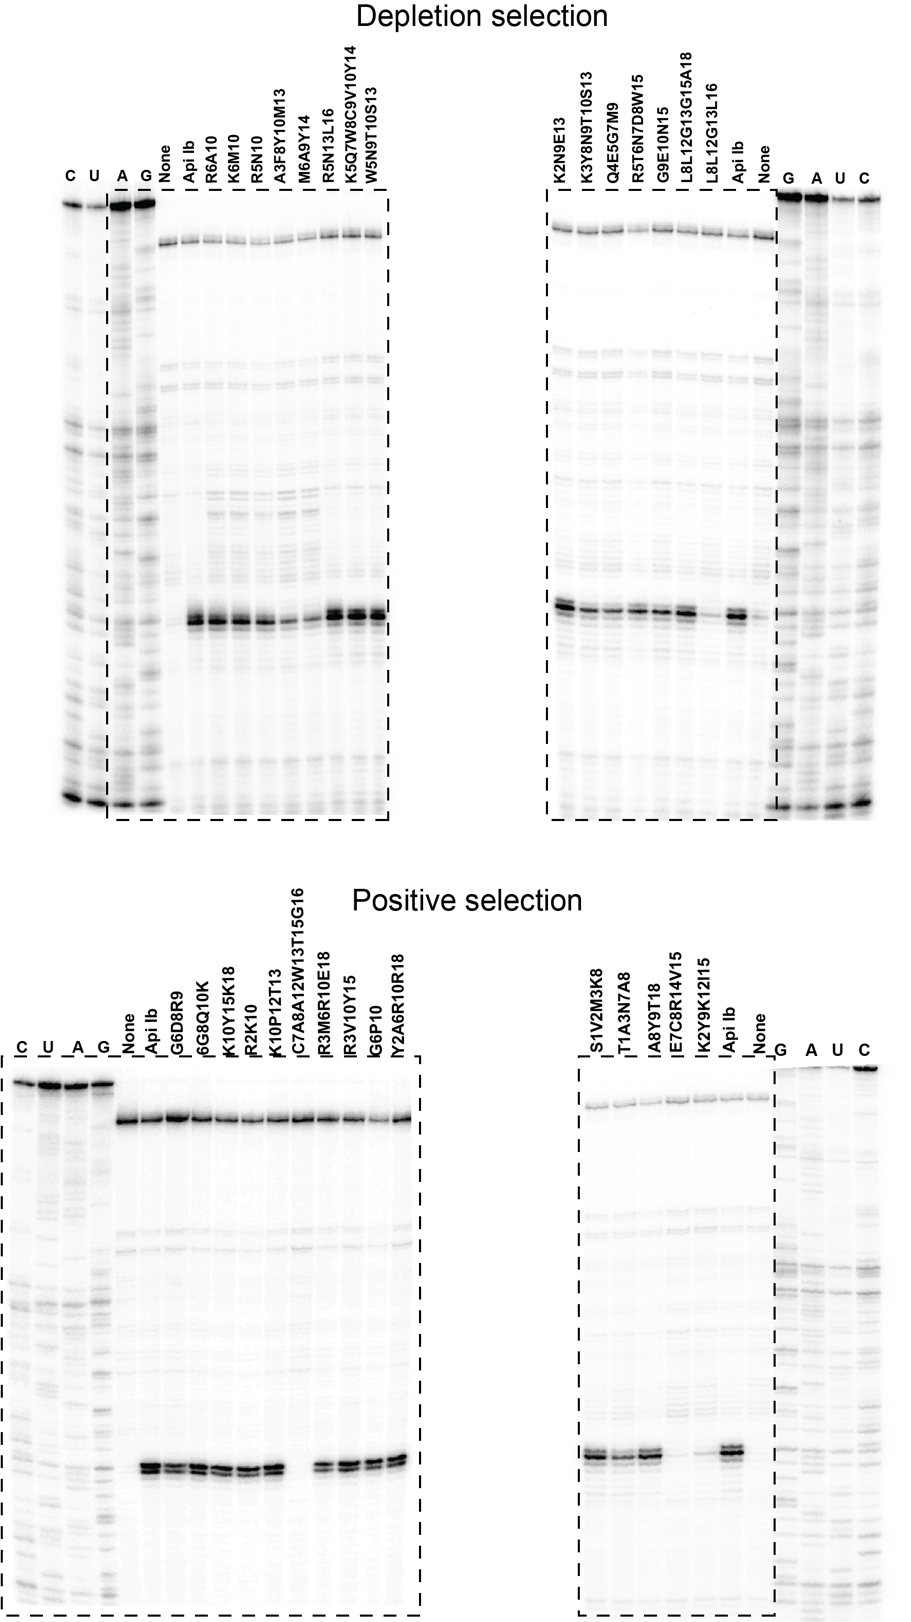

**Supplementary Figure S6. *Uncropped toeprinting gels shown in Figures 2D and 3D.***

How the deposited data were processed for this re-analysis (not part of the article)

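The depletion selection was measured in 3 libraries from BL21 cells plated on 2% glucose and 3 from cells plated on 0.05% arabinose, each after 16 h. The library of the positive selection in CA244 cells was not analysed here. The authors trimmed the reads to the peptide gene, discarded ambiguous or short reads, translated them, removed peptides of the wrong size or without the N-terminal methionine, and deposited counts, the number of reads per amino acid sequence and library, without normalization and without the filter on glucose reads. All sequences were checked and had whole numbers of reads and 20 characters with a final stop, and 0 held an internal stop codon. Depth ranged from 52626888 to 76802156 reads per library.

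Peptides with 100 reads or more in at least 1 glucose library were tested, 35000 in all, because this reading of the paper's filter gave a number closer to the paper's than 100 reads in every glucose library. The tested peptides held between 21.7% and 23.6% of each library. Python 3.11.15 read the table, with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6. Under R 4.3.3, edgeR 4.0.16 computed TMM factors, the dispersion, the quasi-likelihood fit and its test of arabinose against glucose, with library sizes summed over the tested peptides and no block. A peptide was depleted at a log2 fold change under -1 and a Benjamini-Hochberg adjusted p under 0.005, and enriched at a log2 fold change above 1 with the same p. Standard errors come from the same fit. DESeq2 1.42.0 and the edgeR exact test served as alternatives. The fit was tested on simulated data drawn from the real means and library sizes, with a dispersion of 0.02 and 200 of 35000 peptides changed. It recovered 99% at a simulated log2 fold change of 1.5 and 100% at 2, with 0 false calls. No simulated library departed from its group as arabinose replicate 2 does, so these values check the fit and not its power in these data. The additive fit, tested on simulated effects over 35000 peptides, recovered them with a correlation of 1.00 across substitutions.

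The wt residue kept at each of the 18 positions was compared between depleted and other tested peptides by Fisher's exact test, adjusted over the 18 positions and judged at 0.05. The 19 substitutions at each position were compared in the same way and adjusted together. Net charge was the number of lysines and arginines minus aspartates and glutamates. Read shares were computed per library over the tested peptides and compared by an exact permutation test, two-sided. Additive effects came from least squares of the log2 ratio of CPM, with 0.5 reads added, on the presence of each substitution, fitted to each arabinose library against the glucose mean. Shares are given with Wilson intervals at 95%.

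The peptides named in the text were fixed before the data were examined: wt Api, R17A, the synthesized peptides of Table 1 that pass the filter, the 5 lowest and the 5 highest past the threshold with no overlap between the groups, and the substitutions and positions that the paper names, with the substitution of highest and lowest share of depleted peptides at each. The lowest share was 0 for many substitutions at every position, so none was named for it. No peptide was enriched, so none was named as highest. Synthesized peptides below the filter are outside this rule, and so are other names given; they are marked in the text as chosen after their values were seen.

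The alternatives fixed before the data were examined were 100, 50 or 500 reads in every glucose library, a mean of 100 reads over all 6 libraries, RLE size factors, library size only, library size over every sequence, the edgeR exact test, DESeq2, an adjusted p of 0.05, a log2 fold change beyond 1.5, the replicate number as a block, each library left out, peptides near an abundant peptide left out (a ratio of 1000), histidine as 1 charge, peptides with 2 or 3 substitutions only, binomial log odds, and weighting by reads. Any fold change, alone and with each of the alternatives, every sequence of the table without the filter, peptides with 2 or 3 or with 2 substitutions only for charge and for any fold change, the removal of peptides with proline at position 10 or 15, and thinning to one depth were chosen after seeing the data. The averages over positions 11 to 18 and 1 to 10, positions 7 to 18 for the substitution rate, and the counts of single substitutions by position were also chosen after seeing the data. Controls from internal stop codons and scaling on them were left out because the table holds none. Of Dataset 1, only the 1998 peptides at hand from each list were used, and only as the paper's values.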

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

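Each library left out in turn, the filter, the normalization, the test and the thresholds were varied 1 at a time, and any fold change, alone and with each alternative, every sequence of the table without the filter, 2 or 3 or 2 substitutions only for charge and any fold change, the removal of peptides with proline at position 10 or 15 and thinning to one depth were chosen after seeing the data. Of the main results under the alternatives set beforehand, 120 values kept their direction and their side of the threshold or count, 32 moved, 1 became stronger, 1 weaker and 8 reversed. Of the single peptides and positions under the same alternatives, 454 values were the same, 60 passed a threshold that the main setting did not, 66 lost it, 17 counts moved and 42 reversed. The causes of these changes were not tested, except where a setting leaves few depleted peptides by its own construction.

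The log2 fold change of wt Api stayed below 0 under every alternative, between -0.46 and -0.39, and its adjusted p was past 0.005 in all of them except 1, rising to 0.010 without glucose replicate 1. All 4 log2 fold changes of I8W, Q10K, Q10R and Q10E stayed below 0 under every alternative. That of R5N10 was past 0.005 in 1 alternative only, the edgeR exact test, with -0.73.

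The number of depleted peptides (23) moved under most of these settings. With 100 reads in every glucose library, 44 peptides were depleted, 9 positions were kept more often past 0.05 and the difference in the wt residue kept was -10.2 points at N3 and 1.88 points at Y7. With 50 reads in every glucose library, 4 positions were kept more often past 0.05 and the difference in the wt residue kept was -0.31 points at N3. With 500 reads in every glucose library, 8 peptides were depleted, the charge difference was -4.32 points and the difference in the wt residue kept was 0.68 points at N2, 9.17 points at Y7 and 28.8 points at Q10. With a mean of 100 reads over all 6 libraries, the charge difference was -2.50 points and the difference in the wt residue kept was 3.88 points at N2. With library size only, the charge difference was -1.94 points and the difference in the wt residue kept was 2.29 points at N2. With the edgeR exact test, 113 peptides were depleted, 1 was enriched, 9 positions were kept more often past 0.05 and the difference in the wt residue kept was -13.3 points at N3, -1.01 points at R4 and 5.52 points at Y7. With the DESeq2 Wald test, 97 peptides were depleted, 1 was enriched, 9 positions were kept more often past 0.05 and the difference in the wt residue kept was -17.9 points at N3 and 5.69 points at Y7. At an adjusted p under 0.05, 87 peptides were depleted, 9 positions were kept more often past 0.05 and the difference in the wt residue kept was -16.2 points at N3 and 4.38 points at Y7. At a log2 fold change beyond 1.5, 2 peptides were depleted and the difference in the wt residue kept was 4.05 points at G1, 16.3 points at I8 and 16.5 points at Q10. At any fold change, 102 peptides were depleted, 11 positions were kept more often past 0.05, the charge difference was 8.63 points and the difference in the wt residue kept was 3.65 points at N2 and 5.26 points at Y7. Without proline at position 10 or 15, 36 peptides were depleted, 6 positions were kept more often past 0.05 and the difference in the wt residue kept was -5.88 points at N3. After thinning to one depth, 6 positions were kept more often past 0.05 and the difference in the wt residue kept was -2.07 points at N3. With histidine counted as 1 charge, the charge difference was -34.4 points, against 1.87 with the main setting, but this count shifts the peptides that keep H15 past a fixed range and says nothing about direction. A log2 fold change beyond 1.5 left 2 peptides and 500 reads in every glucose library left 8, so their differences by position rest on few peptides. All 23 peptides were among those depleted with 100 or 50 reads in every glucose library, with the edgeR exact test, with DESeq2 and at an adjusted p under 0.05. Leaving out peptides near an abundant peptide removed no tested peptide, so it says nothing about sequencing errors.

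The replicate numbers do not pair the samples: the correlations of deviations from the group means were -0.048, 0.052 and 0.11 for replicates 1, 2 and 3, and 1 of the other pairings gave 0.091. With the replicate number as a block (replicate block), 37 peptides were depleted, 1 position was kept more often past 0.05 and the difference in the wt residue kept was 5.85 points at N2, -12.1 points at P9, -6.25 points at P13 and -20.8 points at P14. Of the 37, 15 were among the 23 of the main setting.

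Leaving out 1 library gave between 0 and 47 depleted peptides and between 0 and 1 enriched peptides. It was 0 without glucose replicate 1 and 47 without arabinose replicate 2, of which 17 were among the 23. The unadjusted calls did not fall without glucose replicate 1. At an unadjusted p under 0.05 and 2-fold, edgeR's quasi-likelihood test gave 236 lower and 3 higher, against 220 and 3. Between 0 and 9 positions were kept more often past 0.05. The charge difference lay between -89.4 and 0.56 points, and no value could be had without glucose replicate 1, where nothing was depleted. The log2 fold change of wt Api lay between -0.46 and -0.39 and that of P14Y between -0.015 and 0.14. The difference in the wt residue kept ranged, in points, from -62.6 to 4.05 at G1, -8.49 to 8.54 at N2, -11.2 to 7.94 at N3, -33.0 to 6.99 at V6, -7.99 to 17.0 at Y7, -17.1 to 20.4 at P9, -33.5 to 16.5 at Q10, -9.63 to 15.4 at P13, -33.0 to 17.1 at P14 and -9.85 to 15.2 at H15; these ranges include a setting with 1 depleted peptide. Leaving out arabinose replicate 2, the library that differs most from its group, raised the single substitutions past 0.005 at positions 1 to 10 from 58 to 141, and leaving out glucose replicate 1 lowered them to 0.

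At any fold change, 102 peptides were depleted and 0 enriched. The edgeR exact test then gave 510 and 3 and the DESeq2 Wald test 382 and 2. Leaving out 1 library gave between 0 and 366 depleted and between 0 and 1 enriched peptides at any fold change, between 0 and 8 C-terminal positions kept more often past 0.05, against 8, and a charge difference between 2.87 and 7.91 points, against 8.63. With 2 or 3 substitutions only, 5 of the 8 positions passed and the charge difference was 4.66 points, no longer past 0.05; with 2 substitutions only, 6 positions passed and it was 6.38 points, not past 0.05 either. At the 2-fold threshold the charge difference was -1.58 points with 2 or 3 substitutions only.

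For the unselected library, the share with 2 to 5 substitutions was 97.7% with 50 reads in every glucose library, 89.3% with 500 and 71.3% weighted by reads, against 98.1%. The share of substitutions in positions 7 to 18 was 87.3%, 81.2% and 96.0% with 100, 50 and 500 reads in every glucose library and 90.1% weighted by reads, against 83.0%. The mean log2 ratio of the read share over all sequences of the table was 0.018 at positions 11 to 18 and -0.017 at positions 1 to 10, with directions unchanged. Over every sequence of the table, without the filter, the share with 2 to 5 substitutions was 62.1%, and every sequence of the table, weighted by reads, gave 77.5%. The additive median at positions 11 to 18 was 0.086 with 500 reads in every glucose library. Depth limits single peptides: a peptide at the filter has about 100 reads in a glucose library, and 13 of the 15 synthesized peptides from the depletion selection lie below it.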

Differences from the paper's values

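The paper's number of peptides past the filter is 349199, and 35000 were found here; the 4 other filters gave between 3235 and 49724, and none came within the paper's value. The paper's number of depleted peptides is 15654, and 23 were found here; the alternatives set before the data were examined gave between 0 and 113, and all of them differ from the paper's number. At any fold change, chosen after seeing the values, the number was 102.

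The library sizes in the paper's Dataset 1 are 129239892, 119432944 and 104682313 for glucose replicates 1, 2 and 3 and 138057990, 83900490 and 83592110 for arabinose replicates 1, 2 and 3. The tested peptides hold 12663081, 13824592 and 11761554 and 11928738, 18138103 and 15681393 reads in the same order. Summed over every sequence of the table, arabinose replicates 2 and 3 come within 1.5 times the paper's library sizes, with 76802156 and 71499200 reads. The other 4 libraries do not, with 55208776, 59448729, 52626888 and 54960765 reads.

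The paper's Dataset 1 gives 0.1% of the unselected peptides 1 substitution, 12.1% 2, 33.4% 3, 25.9% 4 and 16.1% 5. The tested peptides gave 0.977%, 81.8%, 10.0%, 4.51% and 1.77%, and neither the 3 other glucose filters nor weighting by reads closed these differences. Over every sequence of the table without the filter, chosen after seeing the data, the share of unique peptides comes within 1.5 times the paper's for 4 substitutions (28.0%) and not for the other numbers. Weighted by glucose reads, these sequences give 15.2% for 2, 22.8% for 3, 22.9% for 4 and 16.7% for 5, all within 1.5 times the paper's shares, and 5.71% for 1, which is not; these are shares of reads and not of unique peptides.

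The paper's log2 fold change of wt Api is -1.22, and the value here is -0.43. The paper's value for R5N10 is -2.16, and the value here is -0.73. The paper's value for Q4E5G7M9 is -1.88, and the value here is -0.34. All alternatives set before the data were examined differ from the paper's value for these 3 peptides. These 3 values of the paper come from the 1998 peptides of each list in Dataset 1 that were at hand.

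Among the peptides of the unselected library, the paper's share with a net charge of 1 is about 15% (Fig. 4A, read by eye), and 8.33% of the tested peptides had it; the 4 other filters gave between 6.52% and 9.17%. Among the depleted peptides, the paper's share with a net charge of 2 is about 24% (Fig. 4A, read by eye), and the value here is 4.35%. No alternative comes within the paper's value, and they lie on both sides of it, from 0% to 14.4% and, without glucose replicate 2, at 37.5%. The paper's share of depleted peptides with a net charge of 4 is about 21% (Fig. 4A, read by eye), and the value here is 43.5%. With 500 reads in every glucose library (25.0%) and with the replicate number as a block (18.9%) it comes within the paper's value, and under the 16 other alternatives it does not. These lie on both sides of it, at 0% without glucose replicate 2, glucose replicate 3 or arabinose replicate 1, and between 34.5% and 100% under those that are left; without glucose replicate 1 nothing was depleted.

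The paper states that substitutions at 7 of the 8 C-terminal residues are poorly tolerated in the depleted peptides. At the paper's threshold, none of the 8 positions was kept more often with an adjusted p under 0.05. P11, R12, P13, P14 and L18 were kept in all 23 depleted peptides, the most possible. Their adjusted p still lay between 0.085 and 0.12 (Fisher's exact test). With 23 peptides this test therefore cannot speak against the paper's statement. The number past 0.05 over all 18 positions was 9 with 100 reads in every glucose library, with the edgeR exact test, with DESeq2, at an adjusted p under 0.05 and without arabinose replicate 2, 4 with 50 reads in every glucose library, 1 with the replicate number as a block, and, chosen after seeing the values, 6 without proline at position 10 or 15, 6 after thinning and 11 at any fold change, which falls to 5 among peptides with 2 or 3 substitutions only and to 6 among those with 2.

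The paper proposes that mutations of P13, above all to glutamate, are tolerated. Here P13 was kept in 23 of 23 depleted peptides, and P13E had a log2 fold change of -0.09. P13 was kept less often in the depleted peptides with the replicate number as a block (-6.25 points) and without glucose replicate 2 (-9.63 points). The paper states that tyrosine is allowed at position 14 and leucine at position 16. Here P14Y had a log2 fold change of 0.08 and P16L of -0.10, and none of the peptides with either substitution was depleted under the main setting. The paper states that N3 is often replaced in the active peptides. Here N3 was kept in 23 of 23 depleted peptides. It was kept less often than in the other tested peptides under 8 alternatives, among them the edgeR exact test (-13.3 points) and DESeq2 (-17.9 points). It was kept more often at any fold change, chosen after seeing the values (6.97 points), but among peptides with 2 or 3 substitutions only this was not past 0.05 (5.66 points).

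The paper states that the 15 synthesized peptides from the depletion selection were depleted past its threshold. Of these, R5N10 and Q4E5G7M9 could be tested here, and neither was past a log2 fold change of -1. R5N10 was past an adjusted p of 0.005 with the edgeR exact test (6.9e-04).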

Other observations

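The tests on peptides with proline at position 10 or 15, the test of the scaling, any fold change and the comparison with the positively selected peptides were set after the result or part of its counts had been seen, as was the rule by which the single-base neighbours were judged; the other tests were set before their results were seen.

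Of the 10 splits of the 6 libraries into 3 and 3, 1 split, the real one, gave 23 or more depleted peptides past the 2-fold threshold. For any fold change, with 102 depleted peptides, it was again 1. For the 0 enriched peptides, all 10 splits gave as many, which any split must, so this count says nothing. The largest other split, which sets glucose replicates 1 and 3 and arabinose replicate 3 against the rest, gave 9 peptides in 1 direction and 1 in the other. With 10 splits the share is never under 0.1, so this test cannot decide whether chance gave the depleted peptides. Wt Api, named beforehand and 1 of the 102, had 34594 ± 696 normalized CPM on glucose and 25737 ± 1147 on arabinose (SD, n = 3 each). Of the 134 tested peptides from the positive selection, a list made in other cells, 133 had a log2 fold change below 0. These values argue against chance for wt Api and for that list, and the other depleted peptides stay undecided.

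The lower share of wt Api under induction was set against a difference in library depth. After thinning every library to one depth, its log2 fold change was -0.42 (adjusted p = 7.7e-05 from edgeR's quasi-likelihood test), which argues against depth as the source. With other scalings of the libraries it was -0.42 with RLE size factors (adjusted p = 1.8e-04), -0.39 with library size only (2.2e-04) and -0.43 with library size over every sequence (1.5e-04), against an adjusted p of up to 0.010 over all its alternatives. Library size only changed the number of depleted peptides from 23 to 16, so these values argue against the scaling as the source. R17A, the paper's inactive control, had a log2 fold change of 0.09 in the same libraries. The 19 single substitutions of R17 had a median of 0.10. A source that shifts the wt gene and its close variants alike would leave no such gap to wt Api. These values argue against such a source for wt Api. Induction is the condition that the design varies, and it stays open as an explanation.

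Reads of the wt gene with a base error would fall on single-substitution peptides 1 base change away and draw their log2 fold change towards that of wt Api. At positions 11, 12, 17 and 18, the 21 such peptides had a median log2 fold change of 0.00035 and the 55 that need more changes a median of 0.03, a difference of -0.029 (permutation test, two-sided p = 0.31). The lower median stayed with each library left out, with p between 0.11 and 0.52. Wt Api itself stands at -0.43, so such reads are not the main part of the counts of these peptides, and a small share of them stays open. Over all positions the difference was -0.07 (permutation test, two-sided p = 0.25).

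The paper lists the mutant peptides from the positive selection in CA244 cells, and the counts of these peptides in the BL21 libraries were taken as a test of whether peptides selected for stop codon bypass also lower growth when expressed. Of the list, 134 were tested. Their median log2 fold change was -0.52, against -0.07 for peptides with as many substitutions, a difference of -0.44 (permutation test, p = 1e-05, the smallest that 100000 resamples can give), and 133 of the 134 lay below 0. The difference was -0.45 with the edgeR exact test and with DESeq2. Of the 134, 6 were depleted past the 2-fold threshold, 13 with the edgeR exact test and 12 with DESeq2. Split by number of substitutions, the medians were -0.51 for the 90 with 1, -0.52 for the 39 with 2 and -0.76 for the 5 with 3, against -0.15, 0.0022 and 0.03 for all tested peptides with as many. The difference of -0.44 is consistent with both selections acting on the same peptides. Depth does not separate these groups, since both are read from the same libraries. The comparison matched the number of substitutions and not their position, so a difference in where they lie stays open. Peptides are not replicates, and the explanation remains a hypothesis. Among the synthesized peptides of the positive selection, G6D8R9 was depleted (log2 fold change -1.02, adjusted p = 3.8e-04 from edgeR's quasi-likelihood test), and its adjusted p was above 0.005 without glucose replicate 1 (0.012) and without arabinose replicate 1. G6P10 (-0.52, adjusted p = 0.17) and K10P12T13 (-0.43, adjusted p = 0.21) were not past it. Of the 12 below the filter, 6 had a lower mean RPM on arabinose, 4 a higher one and 2 no reads.

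Peptides with proline at position 10 or 15 took a larger share of the reads in 1 or more glucose libraries. Peptides with Q10P held 1.93%, 1.51% and 2.65% of all reads in glucose replicates 1, 2 and 3 and 1.54%, 1.59% and 1.66% in arabinose replicates 1, 2 and 3. For H15P the shares were 1.41%, 1.38% and 1.96% and 1.45%, 1.37% and 1.45%. Depletion by induction would raise such peptides in all 3 glucose libraries. Peptides were picked by a share in glucose replicate 3 at least 10 times the arabinose mean. The 22 of these with H15P had a median log2 ratio over the arabinose mean of 0.20 in glucose replicate 1 and -0.26 in replicate 2, against 5.58 in replicate 3, which argues against depletion by induction as their source. The 70 with Q10P had medians of 3.07, -0.80 and 4.75 in glucose replicates 1, 2 and 3. Since 1 library alone departs there, induction stays open for Q10P.

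Reads of the peptide with the wt residue that were read as proline in glucose replicate 3 would lower that peptide there and leave the sum of both as it was. In 77 pairs with Q10P, picked by a proline peptide at least 10 times higher in that library, the peptide with the wt residue had a median log2 share of -0.42, where the share that the proline peptide took needs -0.39, and the sum had a median of -0.05. For Q10P this reading of wt residues as proline is a candidate explanation. In 21 pairs with H15P the median was -0.14, where -0.08 is needed, and the sum had a median of -0.09, so for H15P the values are too close to 0 to tell. The stage at which it arose was not tested. Without these peptides 36 peptides were depleted in place of 23.

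Shares of reads also stood apart in single arabinose libraries. Peptides with N3H held 0.790% of all reads in arabinose replicate 3 and between 0.602% and 0.611% in the other 5 libraries. Those with L18W held 1.35% and those with R17C 1.34% in arabinose replicate 2, against 1.08% to 1.14% and 1.11% to 1.16% in the others. These substitutions were picked after their values were seen, and no explanation was tested.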
